# Developmental genetics of color pattern establishment in cats

**DOI:** 10.1038/s41467-021-25348-2

**Published:** 2021-09-07

**Authors:** Christopher B. Kaelin, Kelly A. McGowan, Gregory S. Barsh

**Keywords:** RNA sequencing, Cat, Pattern formation, Development, Evolutionary biology

## Abstract

Intricate color patterns are a defining aspect of morphological diversity in the Felidae. We applied morphological and single-cell gene expression analysis to fetal skin of domestic cats to identify when, where, and how, during fetal development, felid color patterns are established. Early in development, we identify stripe-like alterations in epidermal thickness preceded by a gene expression pre-pattern. The secreted Wnt inhibitor encoded by *Dickkopf 4* plays a central role in this process, and is mutated in cats with the Ticked pattern type. Our results bring molecular understanding to how the leopard got its spots, suggest that similar mechanisms underlie periodic color pattern and periodic hair follicle spacing, and identify targets for diverse pattern variation in other mammals.

## Abstract (web summary)

Intricate color patterns are a defining aspect of morphological diversity in the Felidae. Here the authors apply morphological and single-cell gene expression analysis to fetal skin of domestic cats to identify when, where, and how, during fetal development, felid color patterns are established.

## Introduction

Understanding the basis of the animal color pattern is a question of longstanding interest for developmental and evolutionary biology. In mammals, markings such as cheetah spots and tiger stripes helped motivate theoretical models, such as the Turing reaction−diffusion mechanism, that have the potential to explain how periodic and stable differences in gene expression and form might arise from a uniform field of identical cells^1–4^. Reaction−diffusion and other mechanisms to account for periodic morphological structures have been implicated in diverse developmental processes in laboratory animals^5–12^, but much less is known about mammalian color patterns, largely because the most prominent examples occur in natural populations of wild equids and felids that are not suitable for genetic or experimental investigation.

In fish, color patterns involve direct interactions between pigment cells that are often dynamic, allowing additional pattern elements to appear during growth or regeneration^13–15^. By contrast, in mammalian skin and hair, melanocytes are uniformly distributed during development, and the amount and type of melanin produced are controlled later by paracrine signaling molecules within individual hair follicles^16–18^. Additionally, pattern element identity of an individual hair follicle, e.g., as giving rise to light- or dark-colored hair, is maintained throughout hair cycling and cell division, so that individual spots or stripes of hair apparent at birth enlarge proportionally during postnatal growth. Thus, periodic mammalian color patterns may be conceptualized as arising from a three-stage process: (1) establishment of pattern element identity during fetal development; (2) implementation of pattern morphology by paracrine signaling molecules produced within individual hair follicles; and (3) maintenance of pattern element identity during hair cycling and organismal growth^17,19^.

Domestic cats are a useful model to study color patterns due to their accessibility, the genetic and genomic infrastructure, the opportunity for genomic and histological studies of tissue samples, and the diversity of pattern types^19–21^. The archetypal tabby pattern—regularly spaced dark markings on an otherwise light background—varies considerably in both form and color, and many of those varieties are similar to some wild felid species. In previous studies of domestic cats, we showed that *Endothelin 3* is expressed at the base of hair follicles in tabby markings, causes a darkening of the overlying hairs by increasing the production of black−brown eumelanin relative to red−yellow pheomelanin, and therefore plays a key role in the implementation of tabby pattern^17^. However, tabby markings are apparent in developing hair follicles^17^, indicating that the establishment of the color patterns must occur at or before hair follicle development.

Here, we apply single-cell gene expression analysis to fetal cat skin to investigate the developmental, molecular, and genomic basis of pattern establishment. We uncover an aspect of epidermal development that signifies the establishment of pattern element identity and characterize signaling molecules and pathways associated with pattern establishment. We show that one of those signaling molecules encoded by *Dickkopf 4* (*Dkk4*) underlies a naturally occurring mutation that affects tabby patterns and plays a key role in the patterning process. Our work provides fundamental insight into the mechanisms of color pattern establishment as well as a platform for exploring the biology of periodic patterns more broadly.

## Results

### Patterns of epidermal morphology in developing cat skin

Trap-neuter-release programs have become a popular means of controlling feral cat overpopulation^22^. During the breeding season, approximately half of all female feral cats are pregnant, and tissue from non-viable embryos can be recovered during spaying without compromising animal health or interfering with efforts to control feral cat overpopulation. We collected more than two hundred prenatal litters from feral cat, spay-neuter clinics across a range of developmental stages classified according to previous work on cats^23^ and laboratory mice^24^ (Supplementary Table 1).

Histochemical and morphometric analysis revealed an aspect of epidermal development that has not been previously described. At stage 13 (analogous to mouse embryonic day 11, E11), fetal skin is comprised of a uniform monolayer of epithelial cells that covers a pauci-cellular dermis (Fig. 1a). Approximately 16 days later at stage 16 (analogous to mouse E15), before epidermal differentiation and hair follicle morphogenesis, we noticed that the epidermis is organized into alternating regions that are either “thick” or “thin” (Fig. 1a, stage 16). Characterization of keratin expression and cell proliferation indicates that the thick and thin regions are fundamentally different from epidermal stratification that normally occurs later in development (Fig. 1b, c and Supplementary Table 2).

**Fig. 1:**
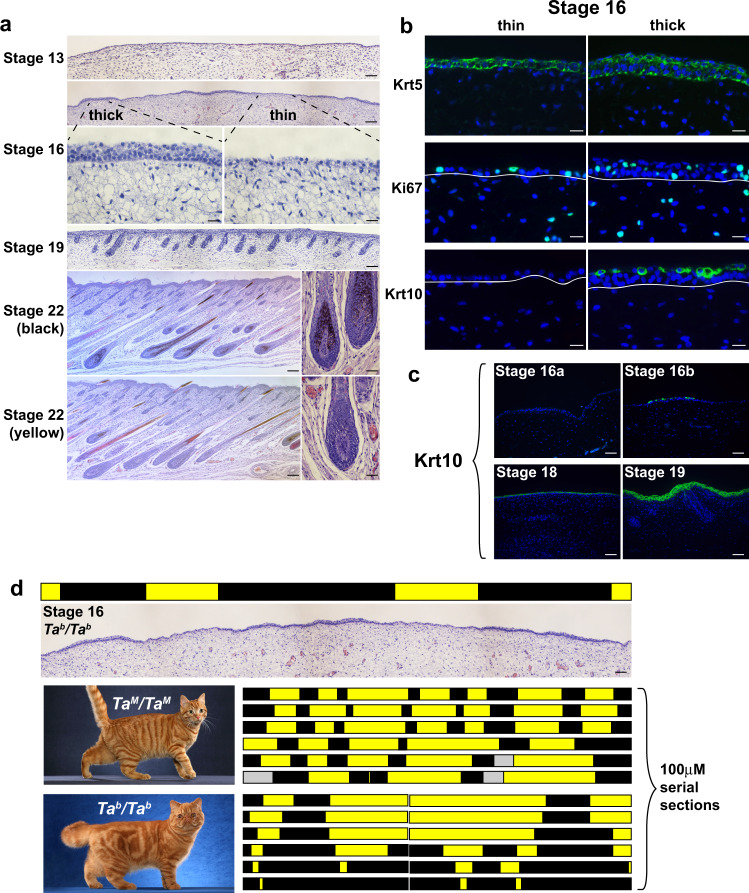
Patterns of epidermal thickening in fetal cat skin. **a** Cat skin histology at different developmental stages (stage 16, bottom panels—high power fields of the thick and thin epidermis; stage 22, right panels—high power fields of black and yellow follicles). **b** Immunofluorescence for Krt5, Ki67, and Krt10 (green) in stage 16 skin sections (DAPI, blue; white lines mark dermal-epidermal junction). **c** Krt10 immunofluorescence (green) on cat skin at different developmental stages (DAPI, blue). All micrographs (**a**) and immunofluorescence (**b**, **c**) observations were made independently on three or more embryos with similar results. **d** Topological maps based on skin histology (thin, yellow; thick, black) from *Ta*^*M*^*/Ta*^*M*^ and *Ta*^*b*^*/Ta*^*b*^ stage 16 embryos mimic pigmentation patterns observed in adult animals (left panels; gray bar—no data). Maps were developed independently on three embryos of each genotype with similar results. Representative images of adult color pattern in *Ta*^*M*^*/Ta*^*M*^ and *Ta*^*b*^*/Ta*^*b*^ animals (from Helmi Flick, with permission) are shown on the left. Scale bars: **a** stage 13, 50 μM; stage 16 (top), Stage 19, stage 22 (left) 100 μM; stage 16 (bottom), stage 22 (right) 25 μM; **b** 25 μM; **c**, **d** 50 μM.

By stage 22 (analogous to postnatal day 4–6 in laboratory mice), well-developed hair follicles are present that can be categorized according to the type of melanin produced (Fig. 1a), and that gives rise to the tabby pattern: dark markings contain mostly eumelanin, while the light areas contain mostly pheomelanin.

To investigate if epidermal thickening at stage 16 might be related to tabby patterns that appear later, we made use of natural genetic variation in *Transmembrane aminopeptidase Q*, (*Taqpep*). We showed previously that loss-of-function mutations in *Taqpep* cause the ancestral pattern of dark narrow stripes (*Ta*^*M*^/*−*, Mackerel) to expand into less well-organized large whorls (*Ta*^*b*^/*Ta*^*b*^, Blotched) (Fig. 1d)^17^. *Ta*^*b*^ alleles are common in most feral cat populations^25^, and we asked if the topology of stage 16 epidermal thickening is influenced by *Taqpep* genotype. Two-dimensional maps assembled from 100 μM serial sections of embryos of different genotypes reveal that thick epidermal regions from *Ta*^*M*^/*Ta*^*M*^ embryos are organized into vertically oriented columns (black bars, Fig. 1d) separated by larger thin epidermal regions (yellow bars, Fig. 1d). By contrast, in *Ta*^*b*^/*Ta*^*b*^ embryos, the thick epidermal regions in the flank are broadened. A similar observation applies to epidermal topology and tabby patterns in the dorsal neck (Fig. 1d and Supplementary Fig. 1). Thus, embryonic epidermal topologies resemble tabby patterns in adult animals of the corresponding genotype, providing a morphologic signature of color pattern establishment before melanocytes enter the epidermis and before the development of hair follicles. As described below, an associated molecular signature further refines the process to a 4-day window that spans stages 15 and 16, and delineates developmental substages (Supplementary Table 1) that track color pattern establishment more precisely.

### Single-cell gene expression analysis of developing fetal skin

We hypothesized that the alternating thick and thin regions in fetal epidermis might arise from an earlier molecular pre-pattern. 

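Single-cell 3′ RNAseq captures RNA in droplets that each hold about 1 cell, and a unique molecular identifier (UMI) marks each captured molecule so that PCR copies count once. The stages 15a, 15b and 16a were each represented by 1 library from the skin of 1 embryo, enriched on magnetic beads for cells carrying CD49f, an integrin subunit of basal keratinocytes. The sample labels place the stage 15a and 15b embryos at 23 to 25 days after conception and the stage 16a embryo at 25 to 28 days. Stages 15a and 15b were prepared with version 3 of the 10x chemistry and stage 16a with version 2, so chemistry and stage cannot be told apart in a comparison with stage 16a. The authors counted reads with Cell Ranger 3.1 on the felCat9 genome, and the deposited values are UMI counts of 35420 genes in every barcode, empty droplets included. The libraries hold 115859423 UMIs at stage 15a, 92428181 at stage 15b and 49894532 at stage 16a. Cells were called again from these counts by a rebuilt version of Cell Ranger's rule, which gave 5470, 4422 and 4588 cells. They hold 95.5%, 95.3% and 92.7% of the UMIs. Cells were clustered by k-means on 10 principal components, with k = 10 at stages 15a and 15b and each k from 7 to 10 at stage 16a. Levels are given as transcripts per cell, the summed counts of a population divided by its summed size factors, where a cell's size factor is its UMI total over the median total of the library. For tests, the counts of Dkk4-positive and of Dkk4-negative cells were summed within each embryo, and the 6 sums were compared with edgeR's quasi-likelihood test with the embryo as a block and the Benjamini-Hochberg adjustment. The 3 embryos are the replicates of that test, and cells are not replicates. The embryos differ in stage, so a gene whose difference changes with the stage has a larger spread and can be missed. Within 1 stage there is no replicate, so levels and shares of 1 stage carry 95% exact Poisson or binomial intervals, which cover counting error only.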

To explore this idea, we dissociated fetal cat skin, enriched for basal keratinocytes, and generated single-cell 3′ RNAseq (scRNAseq, 10x Genomics) libraries.

Among libraries that we sequenced and analyzed, three were from developmental stages (15a, 15b, 16a, Supplementary Table 1) occurring prior to or during the appearance of epidermal thickening. 

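Basal keratinocyte-like cells made up 32.0% of the cells at stage 15a (95% interval 30.8 to 33.3), 52.5% at stage 15b (51.0 to 53.9) and 49.6% at stage 16a (48.1 to 51.0). They were 1753, 2320 and 2275 cells. The name rests on KRT5, TP63 and KREMEN2: the cluster of stage 15a also had 19 of 23 periderm markers raised, against 13 of 17 basal markers, and no separate periderm cluster was found there. At stage 15a the basal cluster carried 5.47 transcripts per cell of KRT5, the keratin of basal keratinocytes, 1.88 of TP63, a transcription factor of stratified epithelia, and 9.89 of KREMEN2, a receptor for Dickkopf proteins. The largest basal cluster at stage 15b, of 1261 cells, carried 6.72 of KRT5, 2.00 of TP63 and 11.9 of KREMEN2. Outside the basal cluster, KRT5 lay between 0.0458 and 0.605 transcripts per cell in the clusters of stage 15a. KREMEN2 was less restricted, with 2.44 transcripts per cell in 547 myoblast-like cells and 3.15 in 331 cells led by the muscle genes MYL2, SLN and TNNC2. The other clusters of stage 15a were 1358 further myoblast-like, 436 macrophage-like, 391 neural crest-like, 316 endothelium-like and 227 fibroblast-like cells, and unnamed clusters of 101 and 10 cells. Stage 15b held 365 endothelium-like, 619 and 156 myoblast-like, 336 fibroblast-like, 284 neural crest-like, 194 macrophage-like and 148 periderm-like cells. Because the cells were enriched on CD49f, these shares describe the libraries and not the skin.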

Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction^26^ delineates different fetal skin cell populations as distinct cell groups (Fig. 2a and Supplementary Fig. 2), although basal keratinocytes (after enrichment, “Methods”), identified by expression^27^ of *Krt5*, *Tp63*, and *Kremen2*^28^, are a major cell type at all three stages (Supplementary Fig. 2 and Supplementary Table 4).

**Fig. 2:**
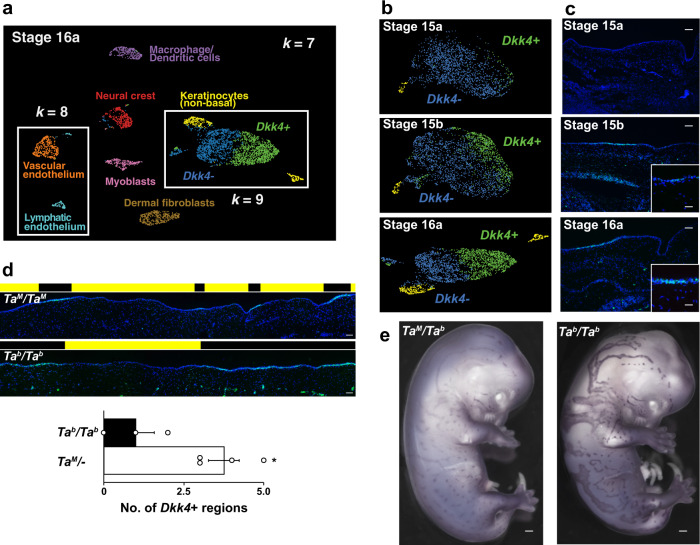
Pattern of gene expression in fetal cat skin determined by single-cell RNA sequencing and in situ hybridization. **a** Skin cells at stage 16a grouped by their patterns of gene expression (UMAP visualization) with populations colored according to *k*-means clustering from *k* = 7 to *k* = 9 as described in the text. Keratinocytes cluster as non-basal (yellow) and basal populations at *k* = 7, with the latter split into subpopulations distinguished by high (green) and low (blue) *Dkk4* expression at *k* = 9. Subpopulations of endothelium appear at *k* = 8 (orange, cyan). **b** Supervised (top and middle panels; stage 15a and 15b) and *k*-means (bottom panel, stage 16a) clustering at sequential developmental stages delineate non-basal (yellow) and two basal keratinocyte populations, *Dkk4*-positive (green) and *Dkk4*-negative (blue). **c** *Dkk4* expression (green) in fetal cat skin at corresponding stages (DAPI, blue; high power image, inset). In situ hybridizations were carried out independently on three or more embryos at each developmental stage with similar results. **d** *Dkk4* expression (green) in sections of stage 16 *Ta*^*M*^*/Ta*^*M*^ and *Ta*^*b*^*/Ta*^*b*^ embryonic cat skin (DAPI, blue). Black and yellow blocks mark thick and thin regions, respectively. The number of *Dkk4*-positive regions (mean +/− sem) in 3.6 mm of Stage 16 *Ta*^*M*^*/−* and *Ta*^*b*^*/Ta*^*b*^ embryonic cat skin from sections (*n* = 3–4 regions from at least two animals of each genotype; two-tail t-test, *P = 0.019). **e** *Dkk4* expression (purple) in stage 16 *Ta*^*M*^*/Ta*^*b*^ and *Ta*^*b*^*/Ta*^*b*^ cat embryos. Whole-mount in situ hybridization was carried out on two *Ta*^*M*^*/Ta*^*b*^ and *Ta*^*b*^*/Ta*^*b*^ embryo sibs; three additional *Ta*^*M*^*/−* embryos showed similar results. Scale bars: **c** 50 μM; **c** inset, 25 μM; **d** 50 μM; **e** 1 mm.

We used unsupervised *k*-means clustering to distinguish different cell types at stage 16a (Fig. 2a, Supplementary Table 3, and Supplementary Fig. 2). At *k* = 7, those clusters correspond to myoblasts, neural crest, dendritic cells, endothelium, dermal fibroblasts, and two types of keratinocytes, a predominant basal population distinguished by high levels of *Krt5* expression, and a smaller population expressing non-basal markers, including *Keratinocyte Differentiation Associated Protein*, *Rhov*, and *Beta-defensin 1*. 

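At k = 7 the 4588 cells of stage 16a fell into clusters of 2218 basal keratinocyte-like (48.3%), 523 endothelium-like (11.4%), 499 fibroblast-like (10.9%), 394 neural crest-like (8.59%), 358 periderm-like (7.80%), 337 macrophage-like (7.35%) and 259 myoblast-like cells (5.65%). The non-basal keratinocytes matched the markers of periderm, the flat outer layer of fetal epidermis. They carried 3.67 transcripts per cell of KRTDAP, a gene of differentiating keratinocytes, 1.84 of RHOV, a small GTPase, and 5.29 of DEFB1, a beta-defensin. The basal cluster carried 0.0294, 0.0475 and 0.0212 of the same 3 genes. KRT5 was higher in the periderm-like cluster, at 11.9 transcripts per cell against 6.46 in the basal cluster. TP63 and KREMEN2 were lower, at 0.241 and 0.763 in the periderm-like and 1.34 and 3.61 in the basal cluster. The macrophage-like cluster had C1QA, TYROBP and C1QB, genes of complement and of macrophage signalling, among its leading genes and stands where the paper names dendritic cells. Clusters were named by marker genes raised in them, and each name stands for a likeness.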

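With k raised to 8, the 523 endothelium-like cells of stage 16a parted into 424 vascular endothelium-like and 99 lymphatic endothelium-like cells. The smaller cluster was led by CCL21, a chemokine that lymphatic vessels secrete, with 94.7 transcripts per cell, and by MMRN1 with 10.8. PROX1, the transcription factor of lymphatic identity, reached 5.26 transcripts per cell there, against 0.0418 in all other cells. KRTDAP, a gene of differentiating keratinocytes, lay at 1.06 transcripts per cell (0.980 to 1.14) in the vascular and 0.00539 (0.000137 to 0.0300) in the lymphatic cluster.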

At *k* = 8, vascular endothelium can be distinguished from lymphatic endothelium.

At *k* = 9, the basal keratinocytes cluster into two subpopulations based on differential expression of 277 genes (FDR < 0.05, expression >0.25 transcripts/cell), including the secreted inhibitors of Wnt signaling encoded by *Dickkopf 4* (*Dkk4*, *p* = 6.50e−46, negative binomial exact test) and *Wingless Inhibitory Factor 1* (*Wif1*, *p* = 5.81e–50, negative binomial exact test) (Supplementary Data 1). 

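The basal keratinocyte-like cells of stage 16a parted at k = 9 into clusters of 1133 and 1142 cells. Of the 2218 basal cells at k = 7, 51.0% went to the first cluster and 49.0% to the second. DKK4 set them apart, with more than 2 UMIs in 1076 of the 1133 cells and in 158 of the 1142. At least 1 DKK4 UMI was found in 98.3% and 36.5% of the cells of these clusters, at median depths of 10737 and 10725.5 UMIs per cell. Free RNA gives a share too: it was 13.2% in fibroblast-like cells (median 4783 UMIs), 12.9% in macrophage-like cells (3836.5) and 29.6% in vascular endothelium-like cells (12636), so much of the 36.5% lies near the background. WIF1 (gene15303 in the deposited feature table) encodes a secreted protein that binds Wnt ligands. Across the 3 embryos WIF1 rose in Dkk4-positive cells by a log2 fold change of 5.04 (standard error 0.35, adjusted p = 0.0019 from edgeR's quasi-likelihood test, higher in 3 of 3 embryos). The cluster low in DKK4 also held 29 cells with 10 or more UMIs of PMEL, a melanosome gene, and these carried 98.4% of its 1327 PMEL UMIs. The clusters were formed on these genes' own counts within 1 embryo, so the difference between them at stage 16a describes the clusters and is no test.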

*Dkk4* and *Wif1* exhibit a similar extent of differential expression, 18-fold, and 28-fold, respectively, but in the cells in which those genes are upregulated, the absolute levels of *Dkk4* are much higher than that of *Wif1* (36 transcripts per cell compared to 2.2 transcripts per cell, Supplementary Data 1). 

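DKK4 stood at 30.1 transcripts per cell (29.8 to 30.4) in the Dkk4-positive and 1.86 (1.78 to 1.93) in the Dkk4-negative cells of stage 16a, a 16.2-fold difference (15.6 to 16.9). WIF1 stood at 1.88 and 0.0680 transcripts per cell, a 27.7-fold difference (22.3 to 34.7). The paper's reported values are 18-fold and 36 transcripts per cell for DKK4, and 28-fold and 2.2 transcripts per cell for WIF1. The fold of DKK4 follows the split of the cells: it was 86.4 with cells parted by more than 2 DKK4 UMIs and 6.83 with the clusters of k = 10, where that of WIF1 was 7.09.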

At *k* = 10, the different UMAP clusters for epithelial cells resolve into distinct populations (Supplementary Fig. 2), but the *Dkk4*-positive (blue) and *Dkk4*-negative cells (green) are not further subdivided.

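With 10 clusters, the basal keratinocyte-like cells of stage 16a lay in clusters of 1013, 906 and 373 cells. DKK4 reached 31.3 transcripts per cell in the first, 1.93 in the second and 8.72 in the third. CENPF, TOP2A and NUSAP1, genes of dividing cells, were among the leading genes of the third. Its level of MKI67, a marker of proliferation, was 1.11 transcripts per cell, against 0.0379 and 0.0366 in the other basal clusters. It drew 16.1% of the basal cells of k = 7, and the clusters of 1013 and 906 cells drew 45.6% and 38.2%. The clustering left out 97 cell cycle genes, and MKI67 was among those left out.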

Unsupervised clustering did not resolve different populations of basal keratinocytes at earlier stages, but a supervised approach based on differential expression of *Dkk4* (upper and middle panels, Fig. 2b, “Methods”) indicates that the same population apparent at stage 16a can also be recognized at stage 15a and 15b. 

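Dkk4-positive cells, with more than 2 DKK4 UMIs, made up 1.26% of all cells at stage 15a (0.983 to 1.59) and 17.8% at stage 15b (16.6 to 18.9; 18.2% with the 19 such cells of the left-out EN1 cluster), and the k-means cluster high in DKK4 made up 24.7% at stage 16a (23.5 to 26.0). They were keratinocytes almost throughout: 68 cells at stage 15a and 752 at stage 15b lay in basal keratinocyte-like clusters, and 1 and 33 lay outside. Of the Dkk4-positive and Dkk4-negative cells together they were 4.26%, 44.5% and, by the same threshold at stage 16a, 57.6%. At stage 15b, k-means parted the basal cells into clusters of 1261, 574 and 485 cells, of which 48.0%, 3.31% and 30.3% had more than 2 DKK4 UMIs. At stage 15a all basal cells lay in 1 cluster. The basal markers TP63 and KREMEN2 did not pass the test across the 3 embryos. TP63 had a log2 fold change of 0.31 (standard error 0.10, adjusted p = 0.136) and KREMEN2 of 0.17 (0.11, 0.453) from edgeR's quasi-likelihood test. Of 17 tested basal markers 1 was higher and 5 were lower, KRT14 with -1.43 (0.22, 0.0168) and BCAM with -1.25 (0.11, 0.0035) among the lower. The call of KRT14 was lost without the stage 15b or the stage 16a embryo, and with Dkk4-negative cells matched on depth. The test of KRT5 is not used here, since Dkk4-negative cells were chosen on it.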

As with stage 16a, the absolute levels of *Dkk4* expression are the highest of the differentially expressed genes, 22.3 and 99.2 transcripts per cell at stages 15a and 15b, respectively (Supplementary Data 1).

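DKK4 (Dickkopf 4, a secreted inhibitor of Wnt signaling) stood at 19.7 transcripts per cell in the Dkk4-positive cells of stage 15a (18.9 to 20.5) and at 80.1 in those of stage 15b (79.6 to 80.7). The paper's reported values are 22.3 and 99.2. Among genes at least 2-fold higher in Dkk4-positive cells, DKK4 had the highest level at stages 15b and 16a. The next highest at stage 15b were DCN, a small proteoglycan, with 35.3 transcripts per cell against 8.00 in Dkk4-negative cells, and ODC1, the first enzyme of polyamine synthesis, with 30.5 against 5.84. At stage 16a DCN followed with 16.8 against 4.51, and then CXCL10, a chemokine that binds CXCR3, with 14.2 against 2.31. At stage 15a LOC101087401 with 36.0 against 17.0, CXCL10 with 24.6 against 0.438 and DCN with 23.6 against 8.60 lay above DKK4. The cells were chosen on their DKK4 counts, so its level in them follows in part from that choice.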

These observations on *Dkk4* in the scRNAseq data were confirmed and extended by in situ hybridization to fetal skin sections, and reveal that *Dkk4* is expressed in alternating subsets of basal keratinocytes at stage 15b, eventually marking the thick epidermal regions that are histologically apparent by stage 16a (Fig. 2c). Between stages 16a and 17, the average size of the *Dkk4* expression domain becomes gradually smaller until it is only apparent in epidermal cells comprising the developing hair germ (Supplementary Fig. 3a, b).

As with the topology of epidermal thickening, we assessed the effect of *Taqpep* genotype on the pattern of *Dkk4* expression at stage 16 and observed a similar outcome: regions of *Dkk4* expression are fewer and broadened in *Ta*^*b*^/*Ta*^*b*^ embryos compared to *Ta*^*M*^/*Ta*^*M*^ embryos (Fig. 2d). Qualitatively, the effect is strikingly apparent from whole-mount in situ hybridization (Fig. 2e and Supplementary Fig. 3c). These embryonic expression differences foreshadow the difference in adult color patterns between *Ta*^*M*^/− and *Ta*^*b*^/*Ta*^*b*^ animals. Thus, the expression of *Dkk4* represents a dynamic molecular pre-pattern in developing skin that precedes and is coupled to the topology of epidermal thickening.

### Dynamic changes in Wnt signaling during color pattern establishment

Additional insight into the developmental mechanisms that underlie the differentiation of basal keratinocytes into *Dkk4*-positive *and Dkk4*-negative cells are apparent from patterns of gene expression that distinguish the two populations. 

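Across the 3 embryos, 450 genes were higher and 428 lower in Dkk4-positive cells, of 14474 tested with edgeR. Among those with the largest rise were KCNMB4, a subunit of potassium channels, with a log2 fold change of 3.40 (standard error 0.29, adjusted p = 0.0035), and NANOS1, an RNA-binding regulator of translation, with 3.01 (0.41, 0.0110). SH3GL2, an endocytosis gene, rose by 2.71 (0.21, 0.0029), RELN, a secreted glycoprotein, by 2.62 (0.13, 0.00081) and DCN by 1.76 (0.17, 0.0043). EDN3, the endothelin that melanocytes respond to, rose by 0.92 (0.18, 0.0347), from 1.20 to 2.84 transcripts per cell at stage 15a, but not past the threshold without the stage 15a or without the stage 16a embryo. KRT10, a keratin of suprabasal cells, did not pass the test, with a log2 fold change of -0.18 (adjusted p = 0.357). MKI67, with -0.26 (0.797), did not pass either, but its folds at stages 15a, 15b and 16a were 2.31, 0.41 and 0.55. DMKN, a gene of differentiating keratinocytes, fell, with -1.85 (0.21, 0.0070). Of 43 S phase genes none passed the test, and of 54 genes of G2/M phase 1 was higher and none lower (0 adjusted over the list alone), but both lists passed camera as lower with Dkk4-negative cells matched on depth (adjusted p = 4.9e-05 and 1.4e-23, and 0.647 and 0.504 with an estimated correlation). Some endothelial markers were higher: of 9 vascular genes 3 passed, such as PECAM1 with 1.99 (0.28, 0.0126), and 6 did not. Of 10 lymphatic genes 4 were higher and 1 lower, and CCL21 had 2.98 (0.38, 0.0088). At stage 16a 45 of 1279 tested Dkk4-positive cells lay outside basal clusters, 10 in the vascular and 8 in the lymphatic cluster. When only basal keratinocyte-like cells could count as Dkk4-positive, CCL21 had a log2 fold change of -0.16 (adjusted p = 0.975). The 3 vascular genes PECAM1, CLDN5 and ECSCR lost their calls there, and neither list passed camera (adjusted p = 0.884 and 0.609). Their calls were also lost with the study's grouping, and without the stage 15b or the stage 16a embryo. The counts of genes rest on comparing the populations within each embryo: without the embryo as a block 2 genes were higher and 0 lower, and without the stage 15b embryo 151 were higher and 87 lower. Leaving out the stage 16a embryo gave 187 and 161, and leaving out the stage 15a embryo 675 higher genes.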

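The connexins GJB2 and GJB6, which form gap junctions between keratinocytes, fell in Dkk4-positive cells at all 3 stages. GJB2 had a log2 fold change of -1.83 across the 3 embryos (standard error 0.19, adjusted p = 0.0048 from edgeR), from 18.0 to 4.45 transcripts per cell at stage 15b. GJB6 had -1.50 (0.15, 0.0048). Among genes that reached 0.25 transcripts per cell at each stage, the largest falls were those of MGARP, a mitochondrial protein, with -2.91 (0.30, 0.0048), EFEMP1, a fibulin of the extracellular matrix, with -2.48 (0.23, 0.0039), and ADIRF with -2.33 (0.23, 0.0045). The homeobox gene BARX2 fell by 1.74 on the log2 scale, MYL9, a myosin light chain, by 1.90 and MFAP4, a microfibril protein, by 1.72. The calls of BARX2 and MFAP4 were lost without the stage 16a embryo. Among the cell surface genes that rose, NCAM1, an adhesion molecule, had a log2 fold change of 3.23 (0.20, 0.0013). All 42 tested genes of the paper's cluster A in Supplementary Data 1 were higher across the 3 embryos (42 adjusted over the list alone), with a median log2 fold change of 2.96. That list was chosen by the study on these embryos and is not independent evidence of its direction.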

Considering stages 15a, 15b, and 16a together, hierarchical clustering of 508 differentially expressed genes (FDR *q*-value < 0.05) highlights groups of genes according to whether they are highly upregulated (cluster A), moderately upregulated (cluster B), or downregulated (cluster C) in *Dkk4*-positive compared to *Dkk4*-negative cells (Fig. 3a). 

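Of 65 tested axon guidance genes 9 were higher in Dkk4-positive cells and 3 lower (9 and 4 adjusted over the list alone), with a median log2 fold change of 0.0072. NRP2, a receptor for semaphorins, had a log2 fold change of 3.34 (standard error 0.15, adjusted p = 0.00081), and its ligand family members SEMA6D and SEMA5A had 2.13 (0.23, 0.0055) and 1.30 (0.12, 0.0043). Of 61 mTOR pathway genes 7 were higher and none lower (7 and 1 adjusted over the list alone), among them RRAGD, a GTPase that signals amino acids to mTOR, with 1.81 (0.20, 0.0057). Both lists passed camera, a test of a list against all other genes (adjusted p = 0.0238 and 0.0376), but neither with a correlation taken from the data (adjusted p = 0.578 and 0.573 with an estimated correlation), and mTOR not with the study's grouping (0.0610). Of 26 Wnt inhibitors and feedback genes 6 were higher and 1 lower (11 and 1 adjusted over the list alone; camera adjusted p = 4.2e-08, and 0.266 with an estimated correlation). APCDD1, a membrane inhibitor of Wnt signaling, had 2.92 (0.11, 0.00081), SP5, a transcription factor that Wnt signaling induces, 4.59 (0.54, 0.0071), and ZNRF3, which removes Wnt receptors, 1.15 (0.11, 0.0045). SOSTDC1, a secreted inhibitor of Wnt and BMP signaling, fell by 1.48, but not past the threshold without the stage 15b or without the stage 16a embryo. Wnt ligands, receptors and transducers went both ways, with 7 of 48 higher and 9 lower (8 and 15 adjusted over the list alone; camera adjusted p = 0.879, and 0.955 with an estimated correlation; 0.0303 as higher with cells matched on depth, and 0.504 with an estimated correlation): the ligand WNT9B fell, with -1.14 (0.11, 0.0045). The basal cell carcinoma list had 11 of 57 higher and 8 lower (15 and 13 adjusted over the list alone; camera adjusted p = 0.262, and 0.578 with an estimated correlation; 0.0055 with cells matched on depth, and 0.504 with an estimated correlation), with SHH and BMP2 among the higher.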

Among the 287 genes that are highly or moderately upregulated, gene ontology enrichment analysis^29^ pathways involved in basal cell carcinoma, axon guidance, Wnt signaling, and mTor signaling are the most significant (Fig. 3b). An alternative analysis of differential gene expression with less stringent filtering criteria (expression level change > two-fold) identifies 928, 761, and 606 genes at stages 15a, 15b, and 16a, respectively, of which 121 upregulated and 63 downregulated genes are in common across all stages, and also highlights components of Wnt signaling (Supplementary Fig. 4a–c).

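By the same rule of size, a difference of at least 2-fold and more than 0.1 transcripts per cell in 1 population, 1017 genes stood apart at stage 15a, 752 at stage 15b and 557 at stage 16a. The paper's reported values are 928, 761 and 606. Of these, 424, 343 and 347 were higher and 593, 409 and 210 lower in Dkk4-positive cells. In common to the 3 stages were 116 higher and 47 lower genes, where the paper's counts are 121 and 63. The 116 include the Wnt pathway genes APCDD1, ATP6V1C2, FZD10, LEF1, LGR6, LRP4 and SP5, and DKK4 itself. The 47 include the keratin KRT8, the BMP target ID1 and the connexins GJB2 and GJB6. At stage 15a, 347 of the 1017 genes rested on 10 or fewer UMIs in the Dkk4-positive cells, against 7 at stage 15b and 5 at stage 16a. The counts fall with the floor: a minimum of 0.25 transcripts per cell left 532, 461 and 278 genes with 68 higher and 27 lower in common, and 0.1 transcripts added to both levels left 390, 361 and 211 with 60 and 14. This rule is a size with no test.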

**Fig. 3:**
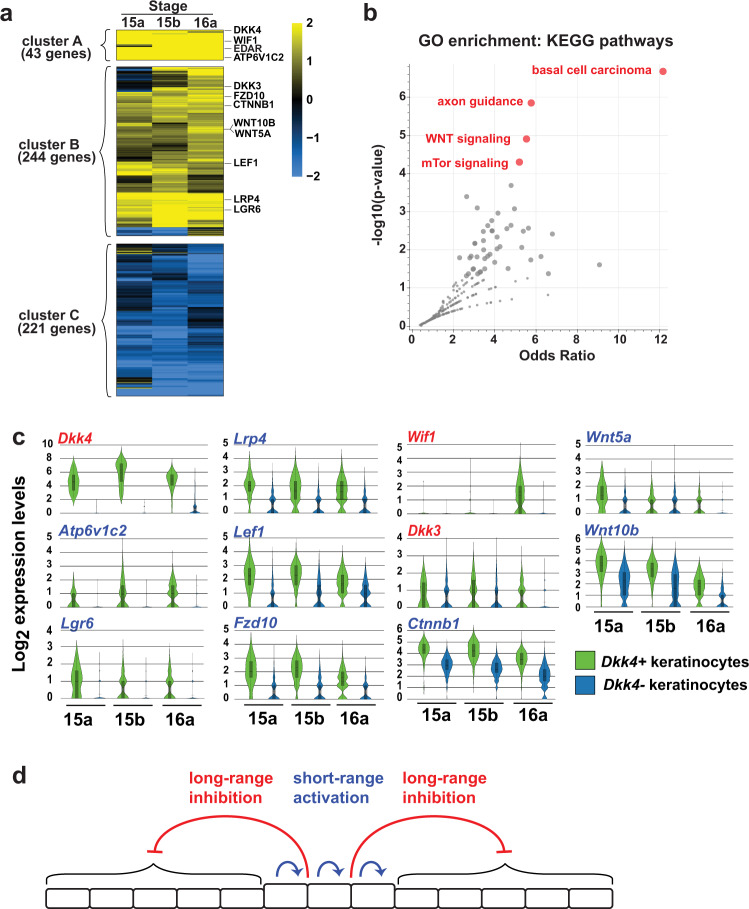
Patterns of differential gene expression and gene ontology analysis in basal keratinocyte subpopulations. **a** Heatmap of gene expression difference (log_2_ fold-change) in *Dkk4*-positive compared to *Dkk4*-negative keratinocytes. **b** Ontology analysis for genes that are highly (cluster A) or moderately (cluster B) upregulated identifies four KEGG pathways that are significantly enriched in *Dkk4*-positive cells. **c** Expression levels for Wnt pathway genes depicted as violin plots. Embedded box and whisker plots depict population maxima and minima (whiskers), first and third quartile boundaries (boxes), mean (solid lines), and median (broken lines). Approach to the analysis of differential expression (**a**) and ontology (**b**) and assessment of individual gene expression levels (**c**) are described in the text. **d** A reaction−diffusion model for color pattern establishment in the basal epidermis where Wnt pathway components participate in both short-range activation and long-range inhibition.

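Of 10 Wnt pathway genes examined with the grouping by DKK4, 8 rose across the 3 embryos and none fell (9 and 0 adjusted over the list alone) from edgeR's quasi-likelihood test. The study named these genes on the same embryos, so the list is not independent evidence of its direction. WNT10B, a ligand of canonical Wnt signaling (gene14853), rose by a log2 fold change of 1.02 (standard error 0.15, adjusted p = 0.0155, higher in 3 of 3 embryos). WNT5A, a ligand that mostly signals outside the canonical pathway (gene3516), had 0.86 (0.22), with an adjusted p of 0.0835 over all genes and 0.0081 over the list alone, higher in 3 of 3 embryos. DKK3, a secreted member of the Dickkopf family (gene22272), had 0.68 (0.32), with an adjusted p of 0.288 over all genes and 0.0704 over the list alone, higher in 2 of 3 embryos. DKK4 defines the populations and was left out of the test. Without the embryo as a block 0 of the 10 genes passed.

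**Figure D1:**
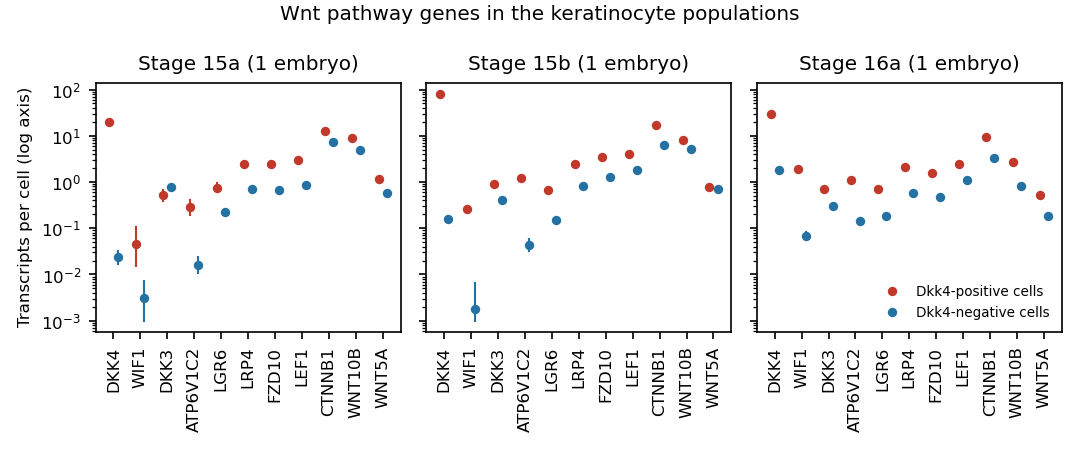
Transcripts per cell (log axis) of 11 Wnt pathway genes in Dkk4-positive (red) and Dkk4-negative cells (blue) at each stage, with 1 embryo per stage and 95% Poisson intervals as bars. At stage 15a DKK3 lies lower in the Dkk4-positive cells (0.513 against 0.765), and each of the others lies higher there at every stage.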

Expression levels for individual Wnt pathway genes at each stage are depicted in Fig. 3c^30,31^ and reveal that both inhibitors (*Dkk4*, *Wif1*, *Dkk3*) and activators (*Lrp4*, *Wnt5a*, *Atp6v1c2*, *Lef1, Wnt10b*, *Lgr6*, *Fzd10*, and *Ctnnb1*) of Wnt signaling are upregulated in *Dkk4*-positive compared to *Dkk4*-negative cells. 

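LRP4, a transmembrane receptor of the LDL receptor family (gene22614), rose in Dkk4-positive cells by a log2 fold change of 1.74 (standard error 0.10, adjusted p = 0.00093 from edgeR), with 2.43 against 0.716 transcripts per cell at stage 15a. FZD10, a Frizzled receptor for Wnt ligands (gene24659), rose by 1.63 (0.11, 0.0019), and LGR6, a receptor for R-spondins (gene32362), by 1.95 (0.14, 0.0021). ATP6V1C2, a subunit of the vacuolar proton pump (gene7009), rose by 3.83 (0.39, 0.0045), from 0.0442 to 1.20 transcripts per cell at stage 15b. Among the intracellular transducers, the transcription factor LEF1 (gene8232) rose by 1.34 (0.17, 0.0093). CTNNB1, which encodes beta-catenin (gene20996), rose by 1.254 (0.16, 0.0088), with 9.42 against 3.27 transcripts per cell at stage 16a. All 6 were higher in 3 of 3 embryos. The call of CTNNB1 was lost without the stage 16a embryo.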

Notably, however, the activators encode proteins that are either not secreted (*Lrp4*, *Atp6v1c2*, *Lef1, Lgr6*, *Fzd10*, and *Ctnnb1*) or have a very short radius of action (*Wnt5a*, *Wnt10b*) while the inhibitors encode secreted proteins with a wider radius of action^12^. These observations suggest a reaction-diffusion model for the establishment of color patterns in which *Wnt10b* and *Wnt5a* serve as short-range activators, and *Dkk4*, *Dkk3*, and *Wif1* serve as long-range inhibitors (Fig. 3d).

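WNT10B was the more abundant of the ligands, with 8.81 transcripts per cell in Dkk4-positive and 4.90 in Dkk4-negative cells at stage 15a, 8.08 and 5.06 at stage 15b, and 2.67 and 0.801 at stage 16a. These are folds of 1.80 (1.68 to 1.92), 1.60 (1.54 to 1.65) and 3.33 (3.11 to 3.58). WNT5A stood at 1.15 and 0.573, at 0.781 and 0.709, and at 0.511 and 0.181, with fold intervals of 1.65 to 2.42, 0.998 to 1.22 and 2.43 to 3.29, so at stage 15b a difference was not detectable at this depth. Of the inhibitors, WIF1 stood at 0.0467 and 0.00302 at stage 15a (15.4-fold, 3.55 to 67.1) and at 0.264 and 0.00177 at stage 15b (149-fold, 40.9 to 1238). DKK3 was lower in the Dkk4-positive cells at stage 15a, by a fold of 0.671 (0.502 to 0.879), and higher at stages 15b and 16a, by 2.22 (1.98 to 2.48) and 2.38 (2.11 to 2.68). These intervals cover counting error within 1 embryo, and no test compares the stages. From the rise of inhibitors and activators in the same cells, and from the wider radius of action of the secreted inhibitors, the paper proposes a reaction-diffusion model in which Wnt10b and Wnt5a act at short range and Dkk4, Dkk3 and Wif1 at long range (Fig. 3d).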

Direct evidence of Wnt activation in *Dkk4*-positive cells is apparent from comparing the patterns of Ctnnb1 (β-catenin) expression and cellular localization in thick (*Dkk4*-positive) and thin (*Dkk4*-negative) regions of fetal epidermis at stage 16a (Fig. 4a). In thin regions of the epidermis, Ctnnb1 immunostaining is confined mostly to the cell membrane, but in thick regions, ~80% of the basal keratinocyte nuclei exhibit cytoplasmic and/or nuclear β-catenin immunostaining. In addition, expression of *Edar*, a direct target of Wnt signaling during skin development in mice^32^, is increased in sections of thick compared to thin areas of stage 16a epidermis (Fig. 4b) and exhibits a pattern of expression in whole-mount staining that is similar to that of *Dkk4* (Fig. 2e).

**Fig. 4:**
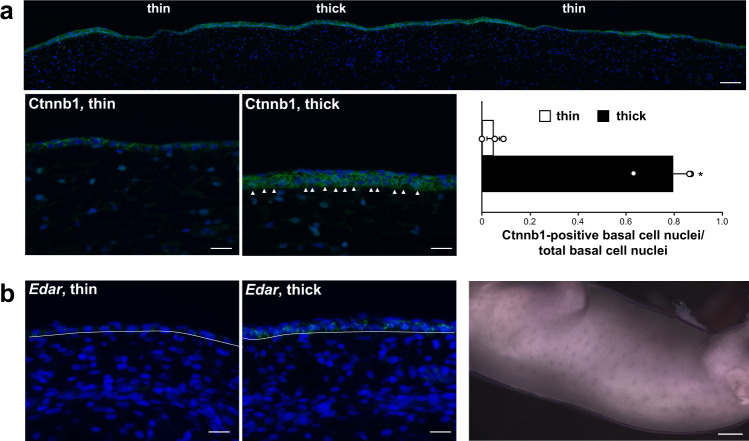
Ctnnb1 immunostaining and *Edar* expression in embryonic cat skin. **a** Ctnnb1 immunofluorescence staining (green) in thin and thick epidermal domains from sections of Stage 16a embryonic cat skin (DAPI, blue). White arrow heads mark Ctnnb1-positive basal cell cytoplasm and/or nuclei. The bar graph shows the fraction of Ctnnb1-positive basal cells (of a total number of basal cells; mean +/− sem) in thin and thick domains (*n* = 3 Stage 16a embryos, basal cells from three thick and three thin regions from each embryo were evaluated; two-tailed *t*-test, *P = 0.006). **b** *Edar* expression (green) in thin and thick epidermis from sections of a stage 16a embryo (similar results from Stage 16a (*n* = 2) and Stage 16b (*n* = 3) embryos; DAPI, blue) and *Edar* expression (purple) in a Stage 16b embryo (*n* = 1). Scale bars: **a** (top), 100 μM; **a** (lower left and middle), 25 μM; **b** (left, middle), 25 μM; **b** (right), 1.5 mm.

In laboratory mice, a Wnt-Dkk reaction−diffusion system has been suggested previously to underlie periodic hair follicle spacing, based on the patterns of gene expression and gain-of-function transgenic experiments^12,33^. In fetal cat skin, epidermal expression domains of *Dkk4* are much broader and appear earlier than those associated with hair follicle placode spacing (Supplementary Fig. 3a, b), although by stage 17, expression of *Dkk4* in cats is similar to the expression of *Dkk4* in mice.

We compared genes that were differentially expressed in basal keratinocyte subpopulations during color pattern establishment in cats with those that are differentially expressed between hair follicle placodes and interfollicular epidermis in mice, based on a previously established 262 gene signature for primary hair follicle placodes^30^. 

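Of 24 tested markers of hair follicle placodes known from mouse, 13 rose in Dkk4-positive cells across the 3 embryos and none fell (15 and 2 adjusted over the list alone), from edgeR's quasi-likelihood test. FOXI3, a transcription factor of ectodermal placodes (gene6553), rose by a log2 fold change of 2.95 (standard error 0.16, adjusted p = 0.00093), EDAR, the receptor of ectodysplasin (gene5997), by 2.84 (0.18, 0.0013), and FGF20, a placode growth factor (gene7364), by 3.47 (0.29, 0.0035). SHH, the Hedgehog ligand of placodes (gene5065), rose by 5.50 (0.50, 0.0039) from few counts, with at most 123 UMIs in a population of 1 embryo. BMP2, a secreted growth factor, rose by 2.51 (0.20, 0.0029) and the chemokine receptor CXCR4 by 2.41 (0.16, 0.0018). The list passed camera (adjusted p = 3.6e-31), but not with a correlation taken from the data (adjusted p = 0.148 with an estimated correlation); it passed fry, which tests whether a list moves 1 way (adjusted p = 0.0127), but not with cells matched on depth (0.0527). Of 21 targets of ectodysplasin and NF-kB and chemokines that bind CXCR3, 8 were higher, none lower and 13 did not pass. Adjusted over the list alone, 12 were higher and 0 lower. This list passed camera (adjusted p = 1.3e-17), but not with an estimated correlation (0.266), and it did not pass fry (0.0550). Here CXCL10 rose by 4.14 (0.56, 0.0108), CXCL11, a chemokine of the same receptor, by 3.53 (0.66, 0.0305), and LTB, a cytokine of the TNF family, by 2.79 (0.51, 0.0284). FOXI3, EDAR and SHH stand in both lists. The calls of CXCL11 and LTB were lost without the stage 15b embryo.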

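Of the 116 genes at least 2-fold higher at all 3 stages, 103 are among the paper's 121, of which 116 have their name in the deposited feature table. Among the genes that the paper's Supplementary Data 1 marks as shared with mouse placodes, FREM1, an extracellular matrix gene, had a log2 fold change of 3.38 across the 3 embryos (standard error 0.19, adjusted p = 0.00093 from edgeR) and ETV4, a transcription factor downstream of FGF signaling, 2.40 (0.12, 0.00081). All 25 of the marked genes that were tested rose (25 adjusted over the list alone), with a median log2 fold change of 2.41. Of the paper's 121 genes 113 of 114 tested rose (113 adjusted over the list alone). The study chose both lists on these embryos, so they are not independent evidence of direction. From the list of placode markers drawn from the mouse literature, 11 of 28 measured members are among the 116 genes.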

Of the 121 genes that we identified as a signature for color pattern establishment in *Dkk4*-positive basal keratinocytes, 26 (21.5%) were shared with the primary hair follicle placode signature (Supplementary Data 1). Thus, the gene expression pre-pattern for color pattern establishment occurs prior to and foreshadows an overlapping pattern in hair follicle placodes.

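Some placode genes, picked among those that passed the test across embryos, already stood higher in the 69 Dkk4-positive cells of stage 15a. FOXI3 stood there at 1.50 transcripts per cell against 0.150 in Dkk4-negative cells (a fold of 8.17 to 12.3), EDAR at 0.551 against 0.0949 (4.23 to 7.87), FGF20 at 0.336 against 0.0145 (13.4 to 40.6) and BMP2 at 0.308 against 0.0387 (5.07 to 12.3). At stage 15b FOXI3 stood at 1.82 against 0.256, FGF20 at 0.719 against 0.0813 and BMP2 at 0.493 against 0.102. SHH was rare throughout, with 2 UMIs in the Dkk4-positive and 0 in the Dkk4-negative cells at stage 15a, where 0 allows up to 3 counts, and 0.119 against 0.00354 transcripts per cell at stage 15b. No later stage with formed placodes was analysed here, so the order in time of the 2 patterns was not tested.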

### A *Dkk4* mutation in domestic cats

The mackerel stripe pattern represents the ancestral state; in addition to the blotched pattern caused by *Taqpep* mutations (Fig. 1d), several additional pattern types are recognized in domestic cats for which the genetic basis is uncertain. For example, periodic dark spots as seen in the Egyptian Mau or Ocicat breeds (Fig. 5a) are only observed in *Ta*^*M*^/− animals^19,34^, but the genetic basis of Mackerel vs. Spotting is not known. Another locus, *Ticked*, named for its ability to prevent dark tabby markings and thereby showcase hair banding patterns across the entire body surface, has been selected for in breeds with a uniform appearance such as the Abyssinian, Burmese, or Singapura (Fig. 5a)^35^. However, *Ticked* is also thought to be responsible for the so-called “servaline” pattern of spotted Savannah cats (Fig. 6a), in which large dark spots are reduced in size and increased in number. *Ticked* was originally thought to be part of an allelic series that included *Ta*^*M*^ and *Ta*^*b*^ ^36^, but was subsequently mapped to an independent locus on chrB1, and recognized as a semidominant derivative allele, *Ti*^*A*^, which obscures tabby markings except on the legs and the tail when heterozygous, and eliminates tabby markings when homozygous^19,37^.

**Fig. 5:**
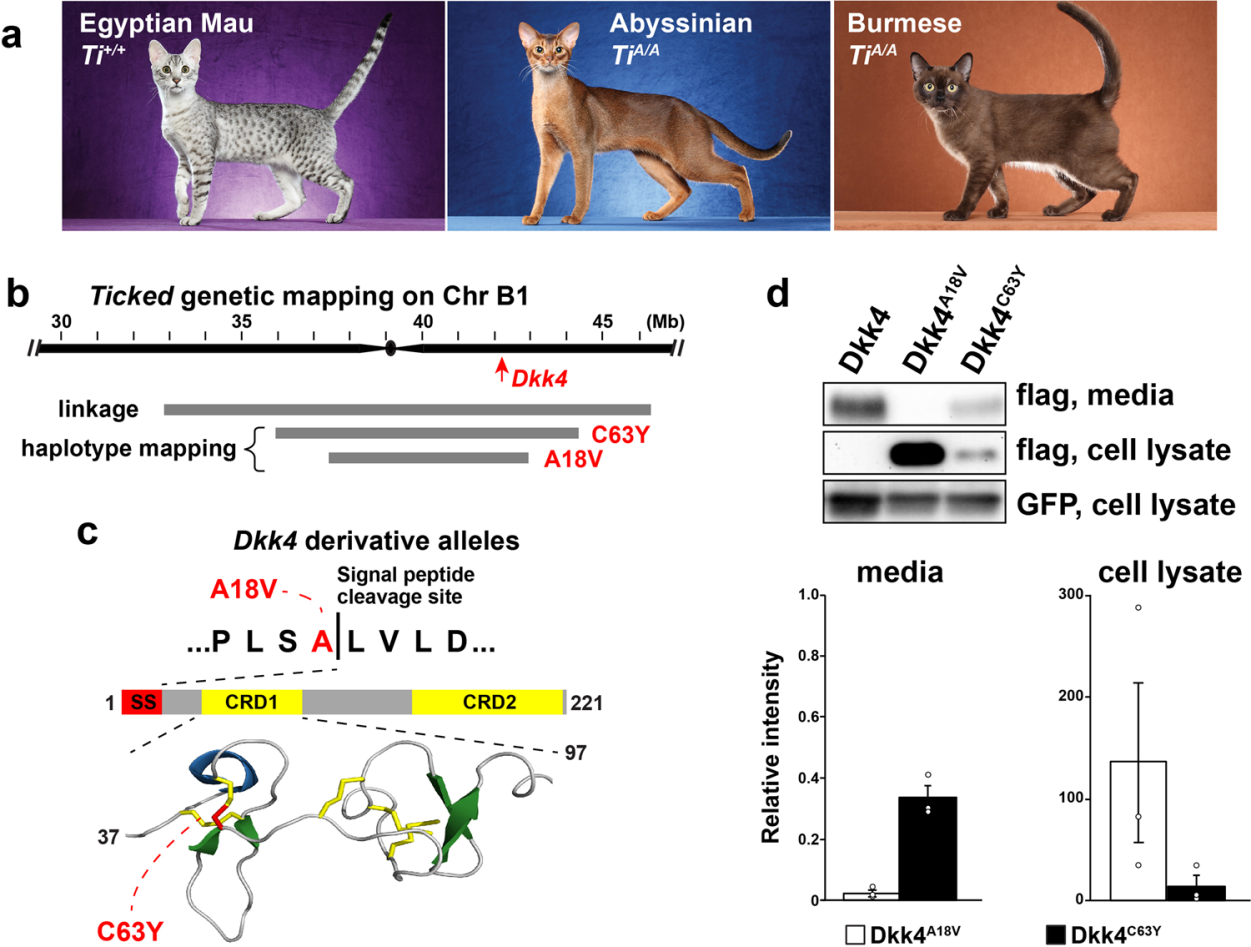
*Dkk4* mutations in Ticked cats. **a** Cat breeds selected for Spotted (Egyptian Mau) or for Ticked (Abyssinian and Burmese) color patterns, along with their inferred *Ticked* genotypes. Images from Helmi Flick, with permission. **b** *Ticked* genetic interval delineated by linkage^19^ or shared haplotypes among cats with *Dkk4* mutations. Coordinates are based on the felCat9 assembly. **c** *Dkk4* coding mutations (red) at the signal peptide cleavage site (p.Ala18Val) or a cysteine residue (p.Cys63Tyr) involved in disulfide bridge and cysteine knot formation within cysteine-rich domain 1 (CRD1). **d** Representative Western blot and quantitation of variant Dkk4 proteins produced by HEK293 cells 48 h after transfection. Dkk4 proteins are detected with an anti-FLAG antibody; co-transfection with a GFP-expressing plasmid and subsequent detection of GFP provides a control for transfection efficiency. Relative intensity on the *y*-axis refers to the ratio of the Dkk4 band to GFP band intensity, normalized to non-mutant Dkk4; thus non-mutant Dkk4 relative intensity = 1.0 for both media and cell lysate. The experiment was repeated three times (mean +/− sem, one-way ANOVA, *F* = 515.2, *P* = 1.94 × 10^−7^ for media).

**Fig. 6:**
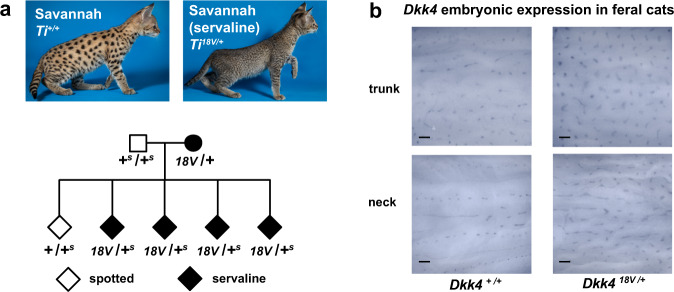
Effect of a *Dkk4* mutation on color pattern and *Dkk4* expression in fetal skin. **a** Phenotype of spotted and servaline Savannah cats (from Jamila Avaega, with permission), and cosegregation of those phenotypes with *Dkk4* p.Ala18Val. The domestic cat and Serval non-mutant alleles are represented by + and +^s^, respectively. **b** Altered *Dkk4* expression (dark markings) in whole-mount preparations from stage 17 fetal skin. Whole-mount expression of *Dkk4* was made on multiple body regions from the trunk and neck of paired +/+ and +/A18V embryos. Scale bar, 300 μM.

*Ticked* maps to a region of low recombination close to the centromere, and has therefore been difficult to identify by linkage analysis. Furthermore, we observed that some cats thought to be homozygous for *Ticked*, including Cinnamon, the source of the feline reference sequence, carried two haplotypes across the linkage region, suggesting the existence of multiple *Ti*^*A*^ mutations. We hypothesized that one or more of the genes that was differentially expressed between basal keratinocyte subpopulations might represent *Ticked*, and asked whether any differentially expressed gene satisfied two additional criteria: (1) a genetic map position close to or coincident with *Ticked*; and (2) carries a deleterious variant found at high frequency in breeds with a Ticked phenotype. Of the 602 differentially expressed genes at stage 16a (FDR *q*-value < 0.05, Supplementary Data 1), four are located in a relatively small domain, ~230 kb, that overlaps the *Ticked* linkage interval (Fig. 5b). One of these genes, *Dkk4*, exhibits a pattern of variation and association consistent with genetic identity as *Ticked*.

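VDAC3, a channel of the outer mitochondrial membrane (gene7586), POLB, a DNA repair polymerase (gene7588), and PLAT, the tissue plasminogen activator (gene7592), rose in Dkk4-positive cells across the 3 embryos. PLAT had a log2 fold change of 3.105 (standard error 0.14, adjusted p = 0.00081 from edgeR), VDAC3 of 2.11 (0.11, 0.00081) and POLB of 1.44 (0.20, 0.0126), each higher in 3 of 3 embryos. At stage 16a VDAC3 stood at 4.19 transcripts per cell against 0.947, POLB at 0.452 against 0.217 and PLAT at 0.383 against 0.0454. IKBKB, a kinase of the NF-kB pathway that lies between POLB and PLAT on chromosome B1 and was picked out after its values were seen, rose by 1.35 (0.20, 0.0138). VDAC3, POLB, IKBKB and PLAT form an unbroken run with DKK4 in gene order, and a change limited to that stretch was not tested. The rise was not shared by the wider region: of 20 protein-coding genes around DKK4 in the annotation 14 were tested, and none of the others passed. AP3M2 had 0.69 (0.36, adjusted p = 0.344), HOOK3 -0.02 (0.12, 0.964) and SLC20A2 0.05 (0.20, 0.943).

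**Figure D2:**
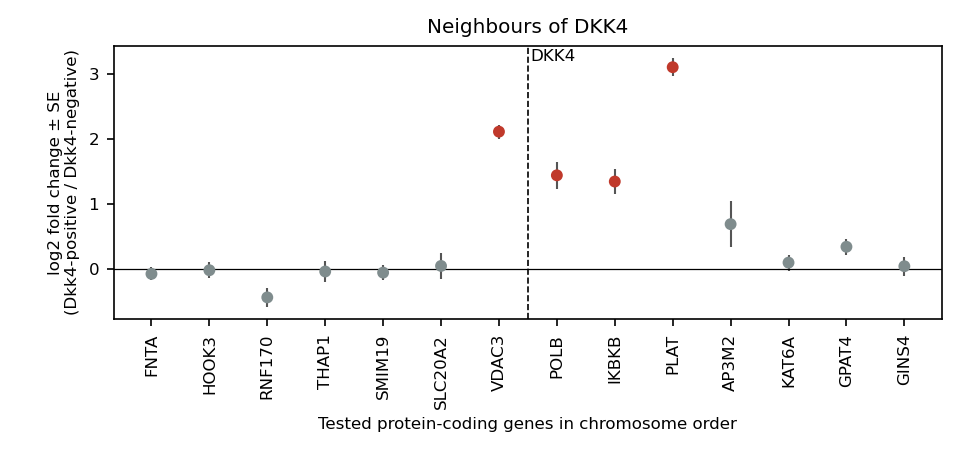
Log2 fold change between Dkk4-positive and Dkk4-negative cells (bars, standard error from edgeR's test across 3 embryos) of the 14 tested genes around DKK4, in chromosome order with the place of DKK4 as a dashed line. Points in red passed the test; they are VDAC3, POLB, IKBKB and PLAT, and the other 10 lie between -0.44 and 0.69.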

We surveyed the 99 Lives collection of domestic cat whole-genome sequence data^38^, and identified two nonsynonymous variants in *Dkk4*, p.Ala18Val (felCat9 chrB1:42620835c>t) and p.Cys63Tyr (felCat9 chrB1:42621481g>a), at highly conserved positions (Supplementary Fig. 5 and Supplementary Table 5) that were present only in breeds with obscured tabby markings (Abyssinian, *n* = 4; Burmese, *n* = 5; Siamese *n* = 1). The p.Ala18Val variant is predicted to impair signal peptide cleavage, which normally occurs between residues 18 and 19, and the p.Cys63Tyr variant is predicted to disrupt disulfide bonding in a cysteine knot structure referred to as CRD1^39^ (Fig. 5c and Supplementary Fig. 5). These are the only coding alterations predicted to be deleterious in any of the four genes that are differentially expressed in basal keratinocyte subpopulations (Supplementary Table 5) and are therefore strong candidates for *Ticked*.

We evaluated the impact of the p.Ala18Val and p.Cys63Tyr variants on Dkk4 production and secretion by expressing epitope-tagged normal and variant proteins in heterologous cells, and compared the amount of protein retained in cells and secreted into media after 48 h. As depicted in Fig. 5d and relative to non-mutant protein almost none of the p.Ala18Val variants is secreted, and secretion of the p.Cys63Tyr variant is reduced ~60%; reciprocal results are apparent in the extent of Dkk4 intracellular retention.

Association analysis of additional DNA samples across breeds (*n* = 105) and within breeds (*n* = 238) (Table 1) provides further support that variation in *Dkk4* causes *Ticked* (Table 1 and Supplementary Table 6, “Methods”). All breed cats in which *Ticked* is required (Abyssinian, Singapura) carried the p.Ala18Val or p.Cys63Tyr *Dkk4* variants, the vast majority as homozygotes or compound heterozygotes. By contrast, in breeds in which tabby markings are required (Egyptian Mau, Ocicat, Bengal), none carried a derivative *Dkk4* allele. Lastly, in some breeds (Oriental Longhair, Oriental Shorthair) and in non-breed cats, either Ticked or non-Ticked phenotypes are observed, and are perfectly correlated with the presence or absence of the p.Ala18Val *Dkk4* variant.

**Table 1:** *Dkk4* genotypes in Ticked and non-Ticked cats.

Breed and phenotype	*Dkk4*^*+/+*^	*Dkk4*^*+/−*^	*Dkk4*^*−/−*^	Total
Abyssinian (Ticked)	0	1	36	37
Singapura (Ticked)	0	2	24	26
Burmese (Ticked)	1	1	11	13
Subtotal	1	4	71	76
Egyptian Mau (non-Ticked)	8	0	0	8
Ocicat (non-Ticked)	13	0	0	13
Bengal (non-Ticked)	10	0	0	10
Subtotal	31	0	0	31
OSH and OLH Ticked^a^	0	23	2	25
Non-breed cats Ticked	0	4	0	4
Subtotal	0	27	2	29
OSH and OLH non-Ticked^a^	21	0	0	21
Non-breed cats non-Ticked	182	0	0	182
Subtotal	203	0	0	203

^a^Oriental short hair and oriental long hair breeds.

Haplotype analysis indicates that the p.Ala18Val and p.Cys63Tyr variants occurred on common and rare haplotypes, respectively, and like the linkage interval, are relatively long, 6.08 and 8.95 Mb, respectively (Fig. 5b and Supplementary Fig. 6a). We identified several small pedigrees where one or both of the *Dkk4* variants are present (Fig. 6a and Supplementary Fig. 6b, c), and observed segregation patterns consistent with the genetic identity of *Dkk4* as *Ticked*. A pedigree of Savannah cats in which the servaline phenotype cosegregates with the p.Ala18Val variant is of particular interest (Fig. 6a): rather than an apparent suppression of tabby markings as in the Abyssinian and Burmese breeds, *Ticked* alters the number and size of tabby markings.

Unlike *Taqpep*, variation for *Ticked* in California feral cat populations is rare (Supplementary Table 6); however, one of our fetal skin samples was heterozygous for the p.Ala18Val variant, enabling us to examine the effect of *Dkk4* on its own expression. As depicted in Fig. 6b, whole-mount in situ hybridization of a *Dkk4* probe to fetal skin of *Ti*^*+/+*^ and *Ti*^*+/A18V*^ individuals yields patterns that are remarkably similar to the adult Savannah and servaline color markings, respectively. Taken together, these results confirm that the effect of *Ticked* is not to mask dark tabby markings (as it appears to do in the Abyssinian and Burmese breeds) but to affect pattern establishment such that the regions that express *Dkk4* in fetal keratinocytes, and the eventual adult markings, become smaller and more numerous.

## Discussion

Key elements of reaction−diffusion models as applied to biological patterns are the existence of diffusible signaling molecules that interact with one another to achieve short-range activation and long-range inhibition^40^. Our work identifies molecular candidates for this process in the establishment of tabby patterns, suggests that similar mechanisms underlie periodic color patterning and periodic hair follicle spacing, and provides a genomic framework to explore natural selection for diverse pattern types in wild felids.

The development of tabby patterns is different and arguably simpler than developmental systems that involve extensive cell movement or cytoplasmic protrusions, as in zebrafish^13,15,41^. Additionally, the establishment of tabby patterns is completely and remarkably uncoupled from the implementation events that follow days and weeks later. In particular, epidermal expression of *Dkk4* is dynamic, marking areas of fetal skin that give rise to hair follicles that later produce dark pigment throughout successive hair cycles. This implies that *Dkk4*-expressing keratinocytes acquire time-sensitive epigenetic changes that are later incorporated into hair follicles, and that ultimately determine whether the underlying dermal papilla releases paracrine agents that darken or lighten the hair.

The molecular and the morphologic signatures of tabby pattern establishment recede by stage 17 as hair follicle placodes start to form. Nonetheless, the two processes share important features. A Wnt-Dkk reaction−diffusion system has been proposed to underlie hair follicle spacing^12^, and similarity between the transcriptional profiles described here and those in hair follicle placodes^30^ suggests the two processes could be mediated by similar mechanisms. Previous work on hair follicle spacing involved a gain-of-function perturbation in which overexpression of *Dkk2* in incipient hair follicles caused both a reduced number and a clustered distribution of follicles^12^. Our work on *Dkk4* mutations yields reciprocal results: the p.Ala18Val and p.Cys63Tyr alleles are loss-of-function and, in servaline cats, are associated with both an increased number and reduced size of dark spots.

In domestic cats, the servaline phenotype is one of several examples demonstrating that the effect of *Dkk4* depends on genetic background and genetic interactions. In addition, the different appearance of the Abyssinian and Burmese breeds and the interaction of the *Ticked* (*Dkk4*) and *Tabby* (*Taqpep*) genes^19,42^ further support his notion. In the Abyssinian breed, *Ticked* is selected for its ability to draw attention to prominent hair banding patterns. By contrast, in the Burmese breed, individual hairs are not banded due to a loss-of-function *Agouti* allele^43^, and *Ticked* has been selected for its ability to suppress tabby markings. Stated differently, *Dkk4* is epistatic to *Taqpep*, such that the distinction between a Blotched and Mackerel phenotype can only be visualized in a non-Ticked background. ^17^*Taqpep* encodes an aminopeptidase whose physiologic substrates have not been identified^44^ and as shown here (Supplementary Data 1), *Taqpep* is expressed in developing skin^17^. These observations are consistent with a model in which Taqpep-dependent cleavage restricts the range and/or activity of Dkk4, representing a previously unknown mechanism for modifying Wnt signaling.

Variation in *Taqpep* is associated with pattern diversity in the cheetah as well as in the domestic cats^17^, and the same may be true for *Dkk4*. In fact, the servaline pattern was first described in 1839 as characteristic of a new species, *Felis servalina*, but was later recognized as a rare morph of the Serval^45^. We examined *Dkk4* predicted amino acid sequences for 29 felid species including the Serval, and identified a number of derived variants (Supplementary Fig. 7). Although none of the derived variants represents an obvious loss-of-function, several are predicted to be moderately deleterious (Supplementary Table 7), and a more comprehensive survey of *Dkk4* variation in Servals could reveal additional mutations that explain the spotting pattern of *Felis servalina*.

More broadly, genetic components of the molecular signature we identified for the color pattern establishment are potential substrates for natural selection and evolution of pattern diversity in wild felids and other mammals^46^. For example, complex patterns such as rosettes in the jaguar or complex spots in the ocelot may represent successive waves of a Wnt-Dkk system, similar to what has been proposed for hair follicle spacing^12^. Although the action of *Dkk4* in domestic cats appears limited to the color pattern, subtle pleiotropic effects of *Dkk4* inactivation that reduce fitness may not be apparent. If so, regulatory variation in candidate genes identified here may be substrates for diversifying selection during felid evolution.

Our work exemplifies the potential of companion animal studies to reveal basic insight into developmental biology, and builds on a history in model organisms such as laboratory mice, in which coat color variation has been a fruitful platform for studying gene action and interaction. The Ticked, Tabby, and Blotched phenotypes represent a fraction of the pattern diversity that exists among domestic cat breeds and interspecific hybrids, which remain a continued resource to explore how spots and stripes form in nature.

## Methods

### Biological samples

Otherwise discarded embryonic cat tissues were recovered from incidentally pregnant feral cats at spay-neuter clinics in California after the spaying surgery. Tissues were processed within 18 h of the spaying procedure and embryos were staged based on the crown-rump length and anatomic development (Supplementary Table 1)^23^. Genomic DNA for genetic association studies was collected with buccal swabs (Cyto-Pak, Medical Packaging Corporation) at cat shows with permission of the owner or by mail submission from breeders. All animal work was conducted in accordance with relevant ethical regulations under a protocol approved by the Stanford Administrative Panel on Laboratory Animal Care (protocol APLAC-9722).

Genomic DNA was extracted from buccal swabs or tissues using a QIAamp DNA kit (Qiagen). Genotyping for *Taqpep* p.Trp841X or *Dkk4* p.Ala18Val and p.Cys63Tyr is based on Sanger sequencing of PCR amplicons (Supplementary Table 8).

### Embryonic staging and characterization of epidermal morphology

Previous work has classified the domestic cat’s 63-day gestation into 22 developmental stages^23^. Supplementary Table 1 depicts the criteria we used for staging, including size (crown-rump length) and visible morphological features such as digit formation and eyelid morphogenesis. Additional features described here, including the acquisition of epidermal thickening, immunohistochemistry for Krt10, and expression of *Dkk4* as assessed by in situ hybridization, were used to refine stages 15 and 16 into substages. Stage 15b is distinguished from 15a by the expression of *Dkk4*. (We note that stage 15a scRNAseq identifies a small number of cells that express *Dkk4*, but that are not detectable by in situ hybridization (Fig. 2b, c).) 

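Of the 1753 basal keratinocyte-like cells of stage 15a, 6.27% held at least 1 DKK4 UMI, at a median depth of 18640 UMIs. In the other cell types the share lay between 0% and 1.32%, the highest in fibroblast-like cells at a median depth of 12145 UMIs, which gives the background from free RNA. The empty droplets of stage 15a held 14 DKK4 UMIs among 1071325, and those of stage 15b held 565 among 728218. With each cell thinned to 5000 UMIs, and 143 shallower cells left out, 37 cells of stage 15a (0.695%) still held more than 2 DKK4 UMIs. At stage 15b the same thinning left 655 (15.1%).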

In the skin, stage 16a is distinguished from 15b by the appearance of epidermal thickening (and expression of *Dkk4* in the thickened regions). Stage 16b is distinguished from 16a by the appearance of some Krt10-positive cells in thick regions.

At stages 16a and 16b, thick regions have 3–5 layers of monomorphous, basaloid cells, whereas thin regions have 1–2 cell layers. Several observations indicate that the thick and thin regions are fundamentally different from epidermal stratification that normally occurs later in development: (1) suprabasal keratinocytes in both regions express a keratin, Krt5, that is normally limited to basal keratinocytes^27^; (2) cell proliferation as indicated by the expression of Ki-67 occurs in all epidermal layers rather than being limited to basal keratinocytes; and (3) Krt10, which is normally distributed uniformly in suprabasal keratinocytes at stage 18 and beyond (Fig. 1c), exhibits an unusual pattern of expression in thick regions towards the end of stage 16 (Fig. 1b, c and Supplementary Table 1).

Stage 17 is distinguished from stage 16b by fetal size, eyelid closure, and the initiation of hair follicle development (Supplementary Table 1). In addition, between stages 15b and 17, the size of the *Dkk4*+ expression domain becomes smaller and is eventually restricted to the hair bud (Supplementary Fig. 3). Changes in epidermal morphology and expression of *Dkk4* in stages 15 and 16a are not observed at the corresponding stages in laboratory mice. Morphological differences among these previously unknown aspects of cat epidermal development at stages 15 and 16, and normal hair follicle development and epidermal stratification that occurs later in other mammals (including the cat) are summarized in Supplementary Table 2.

We assessed the effect of *Taqpep* genotype on epidermal topology by morphometric reconstruction from serial sections from the flank (Fig. 1d, three maps from each genotype) and the dorsal neck (Supplementary Fig. 1, one map from each genotype) of *Ta*^*M*^/*−* and *Ta*^*b*^/*Ta*^*b*^ embryos. The orientation of tabby stripes with respect to the body axis differs between the flank and the neck, but in both cases, the patterns of fetal epidermal topology and their response to variation in *Taqpep* genotype correspond to stereotypic postnatal color patterns. Specifically, in fetal skin from the flank, thick epidermal regions are organized into columns that are perpendicular to the body axis (black bars, Fig. 1d); in fetal skin from the dorsal neck, thick epidermal regions lie in narrow, vertical columns that are parallel to the body axis (black bars, Supplementary Fig. 1). In both cases, the thick regions are expanded in *Ta*^*b*^/*Ta*^*b*^ embryos.

### Histology and immunofluorescence

Embryonic cat tissues were fixed in 4% paraformaldehyde (Electron Microscopy Sciences). 5 μM paraffin-embedded sections were mounted on Superfrost Plus glass slides (Fisher Scientific, Pittsburgh, PA) and stained with hematoxylin and eosin. Immunofluorescence for Krt5 (Biolegend 905501, 1:15000), Krt10 (Abcam ab76318, 1:15000), Ki67 (Abcam ab15580, 1:15000), and β-catenin (BD Biosciences 610154, 1:5000) was carried out on 5 μM sections after antigen retrieval using 0.01 M citrate buffer, pH 6 in a pressure cooker. Krt5-stained sections were incubated with goat anti-rabbit Alexa488 antisera (Jackson ImmunoResearch Laboratories 111-545-144, 1:400). Krt10 and Ki67 stained sections were incubated with goat anti-rabbit biotinylated antisera (Jackson ImmunoResearch Laboratories 111-065-144, 1:5000), and β-catenin stained sections were incubated with goat anti-mouse biotinylated antisera (Jackson ImmunoResearch Laboratories 111-065-166, 1:1000), followed by Vectastain Elite Avidin-Biotin complex reagent (Vector Labs), and Tyramide-Cy3 amplification reagent (PerkinElmer). Sections were stained with ProLong antifade reagent with DAPI (Invitrogen). Images were captured on a Leica DMRXA2 system with DFC550 camera and LASV4 (v.4.2.0) software. All photomicrographs are representative of at least three animals at each developmental time point or genotype, except for *Dkk4* expression in the *Dkk4* mutant background; only a single p.Ala18Val embryo was recovered, and observations were made on multiple skin fragments from two body regions (Fig. 6b). Precise genotypes are provided in the text and figures, except in instances where *Ta*^*M*^*/Ta*^*M*^ and *Ta*^*M*^*/Ta*^*b*^ embryos were used together, which are designated as *Ta*^*M*^*/−*.

### In situ hybridization

Digoxigenin-labeled RNA probes were generated from a region spanning exons 1–3 of cat *Dkk4* and exons 4–6 of cat *Edar* using a PCR-based template (cDNA from Stage 16 cat embryonic epidermal cells; CCCTGAGTGTTCTGGTTTT, AATATTGGGGTTGCATCTTCC for *Dkk4* and ATGGCACCAAAGATGAGGAC, GGCTCCTGTACATTCCTTGG for *Edar*) and in vitro transcription (Roche Diagnostics). 10 μM paraffin-embedded sections were deparaffinized with xylenes, followed by antigen retrieval using 0.01 M citrate buffer, pH 6 in a pressure cooker. Sections were treated with Proteinase K (Sigma), hybridized with 150 ng/ml riboprobe overnight at 60°, and incubated with anti-digoxigenin antibody conjugated with horseradish peroxidase (Roche Diagnostics 11207733910, 1:5000) and Tyramide-Cy3 amplification reagent (PerkinElmer). Sections were stained with ProLong antifade reagent with DAPI (Invitrogen).

Samples for whole-mount in situ hybridization were treated with Proteinase K (Sigma), neutralized with 2 mg/ml glycine, fixed in 4% paraformaldehyde with 0.1% glutaraldehyde (Electron Microscopy Sciences), treated with 0.1% sodium borohydride (Sigma), and hybridized with 0.5 μg/ml *Dkk4* riboprobe at 60° overnight. Embryos were subsequently treated with 2% blocking reagent (Roche Diagnostics) in maleic acid buffer with Tween-20 (MABT), incubated with an alkaline phosphatase-conjugated anti-digoxigenin antibody (Roche Diagnostics 112093274910, 1:5000) overnight at 4°, and developed 3–6 h in BM Purple (Sigma). Whole-mount preparations were photographed on a dissecting microscope under direct illumination, with oversaturation and vignetting artifacts corrected in processing. Nuclear fast red (Sigma) was used to stain 5 μM sections in Supplementary Fig. 3.

For analysis of *Dkk4* expression in fetal skin of *Ta*^*M*^/*Ta*^*M*^ and *Ta*^*b*^/*Ta*^*b*^ embryos (Fig. 2d), we quantified the difference between the two genotypes by counting the number of *Dkk4*-positive regions in 3.6 mm longitudinal segments of flank epidermis from sections of *Ta*^*M*^/*Ta*^*M*^ (*n* = 4 epidermal segments from three embryos) and *Ta*^*b*^/*Ta*^*b*^ (*n* = 3 epidermal segments from two embryos) embryos.

### Tissue preparation for single-cell RNA sequencing

A single embryo at each of three developmental stages (Stage 15a, 15b, and 16a) was used to prepare a dissociated cell homogenate for single-cell RNA sequencing. Embryos were treated with Dispase (Stem Cell Technologies) and the epidermis was removed with gentle scraping using a No.15-blade scalpel. Epidermal sheets were dissociated with trypsin (Gibco) and gentle agitation. Red blood cells were removed with a red blood cell lysis solution (Miltenyi Biotec). Single-cell suspensions were incubated with a rat anti-CD49f antibody conjugated with phycoerythrin (ThermoFisher Scientific, clone NKI-GoH3 12-0495-82), followed by anti-phycoerythrin magnetic microbeads and enriched using a column-magnetic separation procedure (Miltenyi Biotec).

### Single-cell RNAseq

We constructed and analyzed a total of nine scRNAseq libraries from fetal skin, of which three are described in detail here from stages 15a, 15b, and 16 (Supplementary Table 1). Each of the three libraries consisted of >4400 cells, with median gene and unique transcript counts ranging from 2,570 to 4,180 and 9,419 to 18,244, respectively, and 24,164−25,514 genes detected across all cell populations (Supplementary Table 4).

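The median cell held 4123 genes and 18300.5 UMIs at stage 15a, 4187 genes and 18058.5 UMIs at stage 15b, and 2574.5 genes and 9450.5 UMIs at stage 16a. Genes with at least 1 UMI numbered 25514, 25221 and 24161. The paper's reported ranges are 2570 to 4180 genes, 9419 to 18244 UMIs and 24164 to 25514 genes detected. In the first step of the rebuilt rule 5236, 4222 and 4235 barcodes passed cutoffs of 7304, 7552 and 3494 UMIs, and the comparison with empty droplets added 234, 200 and 353. A plain minimum of 1000 UMIs gave 5670, 4626 and 4784 cells. Scrublet marked 112, 72 and 51 cells as doublets (2.05%, 1.63% and 1.11%), and they were kept because the paper's text names no doublet removal.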

3′ single-cell barcoding and library preparation were performed using 10x Genomics single-cell RNA sequencing platform (10x Genomics). Libraries were constructed with version 2 (stage 16a) or version 3 (stage15 a/b) chemistry and sequenced on a single HiSeqX (Illumina) lane to generate 400–450 million paired-end 150 bp reads (Supplementary Table 4).

Barcoded reads were aligned to the domestic cat genome assembly (felCat9, NCBI Felis catus Annotation Release 104) using the 10x Genomics CellRanger (v3.1) software. Annotations for 3′ untranslated regions were extended by 2 kb for all transcripts except when an extension overlapped a neighboring gene. The ‘cellranger count’ pipeline was used to output feature-barcode matrices, secondary analysis data, and browser visualization files. The ‘cellranger reanalyze’ function was used to exclude 247 cell cycle genes and *XIST* to minimize cell cycle and sex-associated variation in downstream analysis.

For the analysis of the stage 16a dataset, we used *k*-means clustering performed by the ‘cellranger count’ pipeline and gene markers to assign the identity of specific cell clusters (Supplementary Table 3 and Fig. 2a). Differential expression analysis between cell populations defined by clustering was measured using Cell Ranger’s implementation of sSeq^47^, which employs a negative binomial exact test. Genomic coordinates for the 604 genes differentially expressed at stage 16a were determined using the felCat9 genome assembly feature table file (www.ncbi.nlm.nih.gov/assembly/GCF_000181335.3/).

*k*-means clustering (*k* = 10) did not resolve subpopulations of basal keratinocytes at stage 15a, likely due to the relatively small number of *Dkk4*-positive cells (Fig. 2b, c). However, aggregation of expression matrices from stages 15a and 15b, using the ‘cellranger aggr’ function, resulted in co-alignment of stage15a (*n* = 59) and 15b (*n* = 774) *Dkk4*-positive cell populations in UMAP projections, and those projections are depicted in Fig. 2b.

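More than 2 DKK4 UMIs were found in 69 cells of stage 15a and in 804 of stage 15b, of which 785 remained Dkk4-positive after the cluster with EN1 was left out, where the paper's counts are 59 and 774. The Dkk4-negative keratinocytes numbered 1552 and 978. With Dkk4-positive cells limited to KRT5-positive, KRTDAP-negative cells of basal clusters, 66 and 740 remained. The libraries of the 2 stages were kept apart here and were not aggregated.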

For the analysis of the stages 15a and 15b datasets, we used an empiric threshold for *Dkk4* expression to distinguish between *Dkk4-*positive and *Dkk4*-negative cells, e.g., all cells in the data set demonstrating four-fold elevated *Dkk4* expression (relative to all cells, and equivalent to >2 *Dkk4* UMI counts per cell) were categorized as the *Dkk4*-positive population, and all basal keratinocytes (*Krt5*-positive; *Krtdap*-negative) with less than four-fold *Dkk4* levels (relative to all cells) were categorized as the *Dkk4*-negative population. We tested thresholds of two-, four-, eight-, and 16-fold, and observed little impact on the number of basal keratinocytes deemed *Dkk4*-positive and *Dkk4*-negative at each of the three stages (Supplementary Table 9). 

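Cells of basal clusters with at least 1 KRT5 UMI and 0 KRTDAP UMIs were counted by their DKK4 UMIs, without the EN1 cluster of stage 15b. At stage 15a 94.0% of 1618 such cells had 0 DKK4 UMIs, and at stages 15b and 16a 48.5% of 1718 and 31.2% of 2113. Cells with 1 UMI were 23, 110 and 224 of them, cells with exactly 2 UMIs were 0.494%, 2.04% and 2.74%, and those with 3 or 4 were 9, 31 and 57 cells. With more than 1, 2, 4 or 8 UMIs, the Dkk4-positive cells numbered 82, 69, 60 and 49 at stage 15a, 835, 785, 749 and 693 at stage 15b, and 1401, 1279, 1201 and 1094 at stage 16a. The Dkk4-negative cells numbered 1544, 1552, 1561 and 1571 at stage 15a, 943, 978, 1009 and 1056 at stage 15b, and 883, 941, 998 and 1089 at stage 16a.

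**Figure D3:**
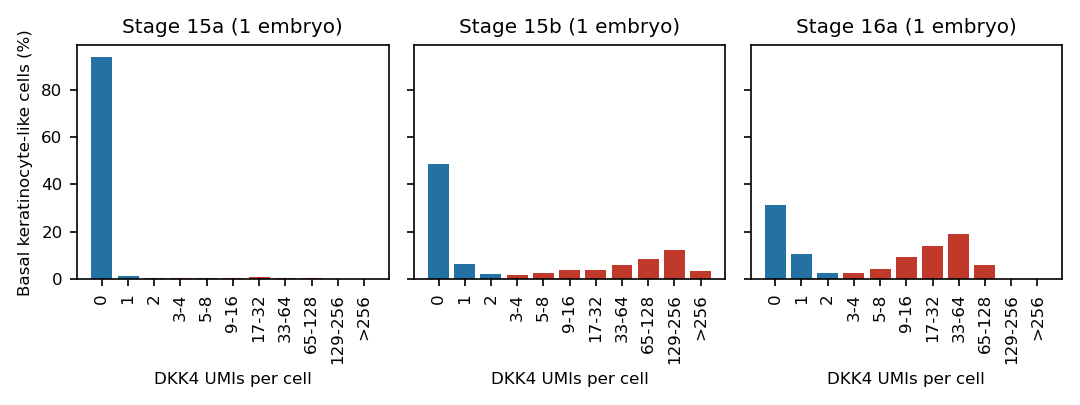
Percent of KRT5-positive, KRTDAP-negative cells of basal clusters, without the EN1 cluster of stage 15b, by the number of DKK4 UMIs per cell at each stage (1 embryo each); blue bars hold 2 or fewer UMIs and red bars more. Cells with 0 UMIs make up 94.0%, 48.5% and 31.2% of these 1618, 1718 and 2113 cells.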

Differential expression analysis between the *Dkk4* populations was measured using Cell Ranger’s implementation of sSeq.

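The 574 basal keratinocyte-like cells of 1 cluster at stage 15b had HOXC12, HOXC13 and HOXC11, homeobox genes of posterior and distal body parts, among their leading genes and made up 13.0% of the library. EN1, a homeobox gene of ventral limb ectoderm, reached 2.87 transcripts per cell there (2.71 to 3.03) and was found in 78.2% of the cells. The other basal clusters of that stage held 0.0144 and 0.686. Of the 574 cells, 19 had more than 2 DKK4 UMIs.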

For stage 15b, a subset of basal keratinocytes had a distinct gene expression signature characterized by the expression of *Engrailed* (*En1*) and *HoxC* genes, likely to reflect cells from the developing limb bud. The *En1*/*HoxC* signature was not observed at stages 15a or 16a, and therefore this population of cells was excluded from the stage15b differential expression analysis.

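In basal keratinocyte-like cells EN1 stood at 0.0222 transcripts per cell at stage 15a (0.0160 to 0.0300) and at 0.00157 at stage 16a with k = 7 (0.000427 to 0.00402). HOXC12 had 0 UMIs in both keratinocyte populations of stage 16a, where 0 allows up to 3 counts, and 0 and 4 UMIs in the Dkk4-positive and Dkk4-negative cells of stage 15a. After the 574 cells were left out, EN1 was still found in 28.0% of 485 basal cells at stage 15b. At stage 15b EN1 stood at 0.0319 transcripts per cell in the remaining Dkk4-positive and 0.423 in the remaining Dkk4-negative cells (a fold of 0.051 to 0.107). The 2 populations of that embryo thus stayed unlike in EN1. At stage 15a EN1 was higher in Dkk4-positive cells (a fold of 1.26 to 7.79), and at stage 16a it had 1 and 4 UMIs. The log2 fold change of EN1 across the 3 embryos was -2.50 (standard error 1.05, adjusted p = 0.244 from edgeR).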

Supplementary Data 1 displays the expression levels, fold-change between *Dkk4*-positive and *Dkk4*-negative cells, and false discovery rates (FDR) for all genes. For analysis of differentially expressed genes across the different stages, we used two different approaches. Figure 3 depicts 508 genes differentially expressed (FDR < 0.05, expression level >0.25 transcripts/cell) for each of the three stages. However, using an FDR threshold can be biased by population size differences at each time point. For example, at stage 15a, when the ratio of *Dkk4*-positive to *Dkk4*-negative cells is low, comparison of 59 *Dkk4*-positive to 1569 *Dkk4*-negative cells yields 13 of 21761 genes with an FDR < 0.05, but a two-fold differential expression threshold yields 928 genes, of which 184 are in common with stages 15b and 16a (Fig. 3a, b). 

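At stage 15a the 69 Dkk4-positive cells were compared with 1552 Dkk4-negative cells, where the paper's counts are 59 and 1569. The Dkk4-positive cells were deeper, with a median of 28240 UMIs per cell against 18594, a ratio of 1.52, while the ratios were 1.18 at stage 15b and 1.00 at stage 16a. For a gene past the rule of size the median was 16 UMIs in the Dkk4-positive cells of stage 15a, against 205 at stage 15b and 246 at stage 16a. At stage 15a 1 UMI there equals 0.00934 transcripts per cell. With Dkk4-negative cells matched to the Dkk4-positive cells on UMIs per cell, 995, 845 and 553 genes passed the rule at the 3 stages, and 110 higher and 39 lower were in common.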

As an alternative and less stringent approach to differential expression analysis, we applied to each stage (1) a two-fold differential expression threshold and (2) a median normalized average of >0.1 transcript in one or more of the basal keratinocyte populations, which yields 928, 761, and 606 differentially expressed genes at stages 15a, 15b, and 16a, respectively (Supplementary Fig. 4).

For the 508 differentially expressed genes depicted in Fig. 3, hierarchical clustering by Euclidean distance using the pheatmap (v1.012) package in R v3.6.1–4.03 was used to identify three groups (cutree_rows = 3 option) of genes. Gene enrichment analysis using Enrichr^29^ was used to identify a set of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways that are enriched for differentially expressed genes that are highly (cluster A) or moderately (cluster B) upregulated in *Dkk4*-positive keratinocytes. Enrichr uses two measures to evaluate enrichment, a Fisher exact test (*p*-value, Fig. 3b) and an expected rank test (odds ratio, Fig. 3b), for which null rankings are determined from a randomized set of gene lists^29^. Wnt pathway gene expression levels in keratinocytes (Fig. 3c) and expression levels for genes that define the different epithelial cell populations (Supplementary Fig. 2) were determined using the 10x Genomics Loupe cell browser (v3.1).

### *Ticked* genetic analysis

Our initial evaluation of *Dkk4* as a candidate gene for *Ticked* was based on its genetic map location^19,37^ and a survey of existing genome sequence data from the 99 Lives collection^20,38^. Whole-genome sequence data from 57 cats in the 99 Lives dataset were used for variant detection. Variant calling and annotation (NCBI Felis catus Annotation Release 103) were performed with Platypus^48^ (v0.1.5) and SNPeff^49^ (v4.3i), respectively, after alignment to the domestic cat genome (felCat8) with BWA^50^ (v0.7.16). SNPsift (v4.3i) was used to identify protein-coding variants in *Vdac3*, *Polb*, *Dkk4*, and *Plat*.

Combined annotation-dependent depletion^51^ (CADD, v1.4) was used to score the deleteriousness of coding variants within *Dkk4*, after converting to orthologous positions in the human genome (GRCh38/Hg38). SignalP-5.0^52^ was used to predict signal peptide cleavage for the p.Ala18Val variant, and the PyMol browser (v2.3.3) was used to visualize and display the protein structure of the CRD1 domain of Dkk4 (Fig. 5c), using the N-terminal region solution structure of recombinant human Dkk4 protein^39^ (5O57, Protein Data Bank).

In addition to the 99 Lives collection, we collected additional DNA samples from cat shows and breeders, and carried out the association, haplotype, and segregation analysis to further evaluate the p.Ala18Val and p.Cys63Tyr variants in *Dkk4*. Beagle^53^ v4.1 was used to infer haplotypes across a 15 Mbp interval from chrB1:30,000,000–45,000,000 (felCat8). Phased SNPs were thinned to 1 site/5 kb with VCFtools (v0.1.16) and converted to felCat9 assembly coordinates with the UCSC LiftOver tool. The color coding for reference (blue) and alternate (yellow) alleles (Supplementary Fig. 6a) reflect the felCat8 assembly, but the genomic coordinates presented are converted to the felCat9 assembly.

*Ticked* is required and/or strongly selected for in the Abyssinian, Burmese, and Singapura breeds. As shown in Table 1 and Supplementary Table 6, 37 Abyssinian and 26 Singapura cats carried at least one derivative *Dkk4* allele, the majority as homozygotes or compound heterozygotes. Among 13 Burmese cats, 11 were homozygous for the *Dkk4* p.Ala18Val variant, one was heterozygous, and one was homozygous for the ancestral allele (Table 1 and Supplementary Table 6). For other breeds including the Egyptian Mau, Ocicat, and Bengal cat, tabby markings are required; therefore *Ticked* should not be present due to its epistasis over *Tabby*^35^. In 31 such animals, none carried a derivative *Dkk4* allele (Table 1 and Supplementary Table 6). Finally, in feral cats and in some breeds such as the Oriental Longhair (OLH) and Oriental Shorthair (OSH), both Ticked and non-Ticked phenotypes are observed. In this group, we found that 29 of 29 Ticked cats were heterozygous or homozygous for the *Dkk4* p.Ala18Val variant, while no *Dkk4* deleterious variants were observed in 203 non-Ticked cats (Table 1 and Supplementary Table 6).

We evaluated Mendelian transmission and allelic interactions in an OSH pedigree (Supplementary Fig. 6b) and observed that the p.Ala18Val variant cosegregated perfectly with the Ticked phenotype (13 Ticked, 8 non-Ticked). In a Singapura pedigree that segregated both alleles (Supplementary Fig. 6c, the Ticked phenotype was observed in p.Ala18Val homozygotes (*n* = 6), p.Cys63Tyr homozygotes (*n* = 1), and compound heterozygotes (*n* = 7).

### Functional evaluation of *Dkk4* variants

The domestic cat *Dkk4*, *Dkk4* p.Ala18Val, and *Dkk4* p.Cys63Tyr variants were synthesized as double-stranded DNA molecules to incorporate an optimized Kozak sequence and a sequence encoding a C-terminal, 6x Histidine-Flag epitope fusion on the 5′ and 3′ ends, respectively. The DNA fragments were cloned into NotI_XbaI sites of the mammalian expression vector, pTwist_CMV_BetaGlobin_WPRE_Neo (Twist Biosciences). Gene sequence and cloning junctions were confirmed by sequencing.

For transfections, 2 million HEK293 (ATCC CRL-1573) cells were seeded on a 10 cm dish and grown in DMEM + 10% FBS for 12–16 h. 10μg of *Dkk4* and *eGFP* (peGFP-N1, Takara Bio) expression plasmids were mixed and transfected using the calcium phosphate transfection method. After four hours, the transfection media was replaced with 10 ml serum-free CD293 media. After 48 h, the conditioned media was collected and concentrated to ~250 μl using a 10 kDa Amicon filter (Sigma), following the manufacturer’s instructions. HEK293 cells were lysed in the dish with 1 mL of ice-cold RIPA buffer supplemented with a complete protease inhibitor tablet (Roche), and the soluble lysate was recovered after centrifugation.

Protein concentrations from concentrated conditioned media and soluble cell lysates were measured by Pierce BCA protein assay (Thermo Scientific) on a SpectraMax iD3 plate reader (Molecular Devices). Equivalent amounts were electrophoresed, blotted, and incubated with anti-GFP (abcam ab290, 1:1000) and anti-flag (Millipore Sigma, M2 clone F1804, 1:1000) antibodies followed by goat anti-rabbit horseradish peroxidase (Jackson ImmunoResearch 111-035-144, 1:5000) and goat anti-mouse horseradish peroxidase (Jackson ImmunoResearch 111-035-166, 1:5000), respectively, and ECL reagent (BioRad). Imaging and quantification of Western blots were performed using ChemiDoc Imaging System and the Image Lab Software Suite (v6.1, BioRad).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Reporting Summary

## Data Availability

The raw and processed single-cell RNAseq data generated in this study have been deposited in the Gene Expression Omnibus database “GSE152946”. GEO files include unfiltered feature-barcode matrices in HDF5 format, output by the CellRanger pipeline, and Illumina fastq files for stage 15a, 15b, and 16a single-cell RNAseq. The lists of differentially expressed genes and overlap with hair follicle placode genes are provided in Supplementary Data 1. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Developmental genetics of color pattern establishment in cats
**Source:** Nat Commun. 2021 Sep 7;12:5127. doi: 10.1038/s41467-021-25348-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Legend for Supplementary Data 1.** The Excel workbook consists of:

Worksheets 1,2, and 3: genes analyzed in the single-cell RNA-seq experiments at stages 15a, 15b, and 16a, analyzed for differential expression between *Dkk4*-positive and *Dkk4*-negative basal keratinocytes as described in the text.

Worksheet 4: list of 121 genes upregulated in *Dkk4*-positive basal keratinocytes as described in the text and Supplementary Fig. 4a and that serve as a signature for color pattern establishment, with log_2_ fold change values at stage 16a, compared to log_2_ fold change values for the same genes as previously determined during hair follicle placode development (Tomann et al., 2018, ref 30).

Worksheets 5, 6, and 7: lists of genes and associated expression data that correspond to clusters A, B, and C, respectively, from Fig. 3a.

Worksheets 8 and 9: lists of genes and associated expression data that correspond to Supplementary Fig. 4A and 4B, respectively.

Expression data provided in the worksheets include mean transcripts per cell, log_2_ fold change, nominal two-sided p-value and false discovery rate (q-value), based on a negative binomial exact test implemented in the Cell Ranger software (10x Genomics) as described in the text.

How the deposited data were processed for this re-analysis (not part of the article)

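RNA was counted in single cells of fetal cat skin from 3 embryos, 1 at each of stages 15a, 15b and 16a, after enrichment for cells carrying CD49f. Each embryo gave 1 library of 10x 3′ RNAseq, with version 3 of the chemistry at stages 15a and 15b and version 2 at stage 16a. The authors aligned the reads to felCat9 with an NCBI annotation whose 3′ ends they had extended and counted UMIs with Cell Ranger 3.1, and the deposited values are raw UMI counts of 35420 features in every barcode, without a filter on cells. No feature is named XIST and none is named as mitochondrial, so steps that need them were void. No feature is named TAQPEP either, and whether the feature LVRN stands for it is not stated by the files and was left open.

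Cells were called with a rebuilt version of Cell Ranger's rule: a cutoff at the 99th percentile of the top 3000 barcodes divided by 10, then a comparison of barcodes with at least 500 UMIs with the profile of empty droplets (ranks 45000 to 90000, 10000 simulations, false discovery rate 0.01). Tested on simulated data, the second step added 185 of 200 planted small cells and 0 of 300 empty droplets. Clusters were formed by k-means on 10 principal components, with k from 7 to 10 at stage 16a and 10 at stages 15a and 15b, after 97 cell cycle genes were left out; the paper left out 247. A marker counted as raised at 2 times or more the median of the other clusters, with a floor of 0.1 transcripts per cell. Clusters with at least 3 basal markers raised, KRT5, TP63 and KREMEN2 among them, were named basal, or periderm where KRTDAP, RHOV and DEFB1 were raised besides, whatever the count of other periderm markers. Other clusters took the cell type with the largest share of markers raised, if at least 3 were. This rule was set after the clusters were seen. Doublets were marked with Scrublet and kept.

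Dkk4-positive cells were all cells with more than 2 DKK4 UMIs, and Dkk4-negative cells were those of basal clusters with 2 or fewer, at least 1 KRT5 UMI and 0 KRTDAP UMIs. At stage 15b, 574 cells of a cluster with EN1 and HOXC genes were left out. Levels and folds at stage 16a used the k-means clusters of k = 9, as the study did, and the tests across embryos used the threshold at all 3 stages. For the tests, counts were summed by population within each embryo, which gave 6 sums of 1958240 and 30266525 counts (Dkk4-positive and Dkk4-negative) at stage 15a, 18604751 and 20430018 at stage 15b, and 14659591 and 10137138 at stage 16a, without DKK4. The sums were compared with edgeR's quasi-likelihood test, with the embryo as a block, TMM scaling, edgeR's filter on low counts and the Benjamini-Hochberg adjustment at 0.05. The standard error beside a log2 fold change is its absolute value divided by the square root of the test's F statistic. Both populations of an embryo come from 1 library, which pairs them by design; their deviations from the mean of each population correlate at 0.464, 0.504 and 0.705 over 14474 genes. The biological coefficient of variation was 14.9%, with 2 residual and 4.62 prior degrees of freedom. Tested on simulated data with 200 changed genes, the test found 16.4% of genes changed 1.5-fold, 64.2% of those changed 2-fold and 89.4% of those changed 4-fold, and 4 of 117 calls were of unchanged genes.

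Within 1 stage, genes were sorted by a rule of size (2-fold or more, and more than 0.1 transcripts per cell in 1 population) with no test, and levels, folds and shares carry 95% exact Poisson or binomial intervals. Gene lists (26, fixed before the data were examined) were tested with camera at a correlation of 0.01, and again with an estimated correlation and with fry. The paper's Supplementary Data 1 had also been seen before the data were examined. Lists taken from Supplementary Data 1 went through the same tests, but their p-values are not used here, since the study chose them on these embryos. Named genes are the genes the paper names, the first 4 of each list by the test, and the 15 largest changes in each direction among genes that passed, kept their direction in 3 embryos and reached 0.25 transcripts per cell in 1 population at each stage. A gene outside this rule is said to have been picked after its values were seen. The genes around DKK4 were taken in the order of a newer cat assembly, F.catus_Fca126_mat1.0, which served for gene order alone.

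Alternatives to the test were DESeq2, limma-voom, median-of-ratios scaling, no filter or at least 50 counts, no embryo block, each embryo left out, and other choices of cells: k-means at stage 16a, thresholds of 1, 4 and 8 UMIs, basal cells alone, Dkk4-negative cells with 0 DKK4 UMIs or matched on depth, doublets left out, EN1 cells kept, and at least 1000 genes per cell. Others were Leiden clustering (2000 genes, 30 components, resolution 1), plain minimums on UMIs, cells thinned to 5000 UMIs, a floor of 0.25 transcripts per cell and a pseudocount of 0.1. Leaving out cells with 3 or more UMIs of PMEL, MLANA, DCT and TYRP1, and Cell Ranger's formula for the fold, were added after the data were seen. No test compares the stages, since each has 1 embryo. Tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, leidenalg 0.10.2 and scikit-learn 1.9.0, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.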

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

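The comparison of stages 15a and 15b for the neighbours of DKK4, the test of T cell genes without CD3G, the test on MPZL2 and the test on doublets were chosen after the results they concern were seen.

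VDAC3, POLB and PLAT, and with them IKBKB (log2 fold change 1.35), were higher in Dkk4-positive cells and lie next to DKK4. A change shared by the wider region is argued against, since 1 of 11 other tested neighbours (9.09%) was higher. That test could not speak to a change limited to the run of VDAC3, POLB, IKBKB and PLAT beside DKK4. A fixed share of DKK4 reads as the whole cause is argued against: from stage 15a to stage 15b, which share a chemistry, the excess of DKK4 changed by a factor of 4.07 (3.90 to 4.25), that of VDAC3 by 0.999 (0.910 to 1.097), of POLB by 0.457 (0.370 to 0.565) and of PLAT by 0.828 (0.677 to 1.012). The planned test left open whether such reads add a part. Between cells of higher and lower DKK4 level in an embryo, the excess of the 3 genes differed by factors of 1.22, 2.17 and 1.95, and DKK4 by 6.44, 6.30 and 3.73. Each planned bound had to hold in every embryo, and neither did. The stage 15a embryo lay below the bound against such reads, the stage 15b embryo above the bound for them, and the stage 16a embryo between. Shared regulation with DKK4 stays open and was not tested.

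CD3E, a T cell receptor subunit picked out after its values were seen, had a log2 fold change of 2.25 in Dkk4-positive keratinocytes (standard error 0.20, adjusted p = 0.0038 from edgeR). The planned test of T cells decided nothing: the other T cell genes summed to 0.310, 0.666 and 0.171 of the level of CD3E, mostly through CD3G, which Dkk4-negative keratinocytes held at 0.362, 0.431 and 0.0942 transcripts per cell and Dkk4-positive ones at 0.112, 0.173 and 0.0418. Without CD3G, T cells are argued against as the source of CD3E: CD3D, CD2, CD5, CD6 and CD7 together had 0.0238 (0.000589 to 0.140), 0.0787 (0.0496 to 0.119) and 0.0355 (0.0205 to 0.0574) of its UMIs, under the 0.25 set for T cells. Reads of the neighbour MPZL2 are argued against by its log2 fold change of -0.37. Expression of CD3E by keratinocytes, and a transcript of another gene counted as CD3E, stay open and were not tested.

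Dkk4-positive cells of stage 15a held more UMIs than Dkk4-negative cells, by a ratio of medians of 1.52. Choice of deeper cells by the threshold of more than 2 UMIs is argued against as the whole cause, since the ratio was 1.41 with cells chosen on counts thinned to 5000 UMIs, where 94.6% of 37 Dkk4-positive cells (81.8 to 99.3) lay above the Dkk4-negative median. Leaving out the doublets that Scrublet marks kept 67 of 69 Dkk4-positive cells, and the ratio was 1.51. With so few cells removed the ratio could hardly change, so this cannot decide on doublets that Scrublet misses. Larger cells or cells in division stay open: MKI67 was 2.31-fold higher at stage 15a (1.99 to 2.67), which 1 embryo cannot test. At stages 15b and 16a MKI67 was lower in Dkk4-positive cells, with folds of 0.41 (0.37 to 0.46) and 0.55 (0.47 to 0.64).

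The fold between the populations changed direction between stages beyond counting error for EMP1 (3.24, 0.368 and 0.486 at stages 15a, 15b and 16a, a range of 3.15 on the log2 scale), which was not tested across embryos of 1 stage. For COL26A1 the folds were 0.650, 2.48 and 4.10 (a range of 2.61), likewise untested. At stage 15a a cluster of 101 cells was led by the lens genes CRYAA (801 transcripts per cell), CRYBB3 and CRYBA1, with a median of 2551 UMIs per cell. Another cluster of stage 15a, of 10 cells, had the liver genes SERPINA1 (856 transcripts per cell), ALB (501) and AFP (421) among its leading genes.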

How the results depend on the processing

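Leaving out cells with melanocyte genes and Cell Ranger's fold formula were chosen after the data were seen. Of 150 values under an alternative, 107 stayed within the counting interval of a level or share, or within 1.5 times a count. The rule for named genes gave 86 called genes. Not all of them appear in the text, and genes picked after their values were seen are not among them. Of the 86, 74 kept their call in every alternative but the removal of the embryo block and the leaving out of an embryo. The direction was kept in all alternatives by 85. CCL21 reversed, with a log2 fold change of -0.16 when Dkk4-positive cells had to be basal (2.98 in the main comparison), where endothelium-like cells are left out by construction. For every other change here the cause was not tested. Genes higher and lower in Dkk4-positive cells (450 and 428 with edgeR) were 537 and 454 with DESeq2, 614 and 554 with limma-voom, 1046 and 1089 with no filter on low counts, and 2 and 0 with no replicate block, where 1219 genes had an unadjusted p under 0.05. With 1 embryo left out they ranged from 151 to 675 and from 87 to 557: 675 and 557 without stage 15a, 151 and 87 without stage 15b, 187 and 161 without stage 16a, with 63.4% of calls higher without stage 15b and 51.3% with all embryos. Of the 10 Wnt pathway genes (8 higher), 0 passed with no replicate block and 7 to 9 with an embryo left out. Of the 26 gene lists, 11 passed camera, 0 with an estimated correlation, 1 with fry, and 14 by camera with cells matched on depth, among them both cell cycle lists as lower. The basal keratinocyte-like share was 34.5%, 49.3% and 47.7% with Leiden clustering, and 54.0% and 51.5% at stages 15b and 16a by KRT5 and KRTDAP alone. The Dkk4-positive share at stage 15a was 0.896% with more than 8 UMIs and 0.695% in thinned cells, at stage 15b 15.7% and 15.1%, and at stage 16a 30.5% with more than 1 UMI, 26.2% with more than 4, 27.9% by the threshold and 30.0% in thinned cells. Genes past the rule of size at stages 15a, 15b and 16a were 532, 461 and 278 with the floor of 0.25 (68 higher and 27 lower in common) and 390, 361 and 211 with the pseudocount (60 and 14). DKK4 at stage 16a stood at 27.4 and 0.317 (86.4-fold) by the threshold and at 31.3 and 4.58 (6.83-fold) with k = 10. WIF1 stood at 1.64 in Dkk4-positive cells by the threshold, and with k = 10 at 0.271 in Dkk4-negative cells, a 7.09-fold difference. Counts are fewest in the 69 Dkk4-positive cells of stage 15a, where 347 of 1017 genes rest on 10 or fewer UMIs.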

Differences from the paper's values

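In the main setting no value set beside the paper's differed from it by more than 1.5 times, and the points below concern genes and rankings. Under alternatives some did, such as the DKK4 fold at stage 16a, 86.4 by the threshold and 6.83 with k = 10 against 18.

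DKK3 and WNT5A, which the paper counts among the genes higher in Dkk4-positive cells, did not pass edgeR's test across the 3 embryos (adjusted p = 0.288 and 0.0835). WNT5A passed with DESeq2 (adjusted p = 0.0102), with no filter, without the stage 15b embryo (0.0373) and with more than 8 DKK4 UMIs (0.0443), and DKK3 with no filter and without the stage 15a embryo (0.0032). At stage 15a, LOC101087401, CXCL10 and DCN lay above DKK4 among genes at least 2-fold higher. The paper ranks DKK4 among differentially expressed genes, while the genes ranked here were chosen by size with no test, so the sets can be unlike. With 10 clusters at stage 16a the basal cells parted further, with a cluster of 373 cells in division, where fewer cell cycle genes (97) had been left out than in the study. The basal cell carcinoma and Wnt ligand lists, which stand in for the pathway database's own, did not pass camera (adjusted p = 0.262 and 0.879). Of their members 11 of 57 and 7 of 48 were higher, against 450 of 14474 genes, and 8 and 9 were lower, against 428. The 7 higher Wnt members are all among the genes of Fig. 3c, so their number is not independent evidence. Camera asks for a shift of a list in 1 direction and the paper for an excess of its members among higher genes, which was not tested here. The lists passed camera as higher with Dkk4-negative cells matched on depth (0.0055 and 0.0303; 0.504 for both with an estimated correlation). KRT5 was higher in the periderm-like than in the basal cluster of stage 16a (11.9 against 6.46 transcripts per cell), the reverse of what the paper says sets basal cells apart.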

Other observations

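Of 23 tested FGF pathway and feedback genes 5 were higher in Dkk4-positive cells across the 3 embryos and none lower (7 and 1 adjusted over the list alone; camera adjusted p = 2.0e-05, and 0.510 with an estimated correlation). ETV4 had a log2 fold change of 2.40 (standard error 0.12, adjusted p = 0.00081 from edgeR) and DUSP6, which dampens ERK signaling, 2.20 (0.19, 0.0036). Hedgehog genes went both ways, with 3 of 15 higher and 2 lower (4 and 2 over the list alone): the ligand SHH rose, while the co-receptors CDON (-1.78) and GAS1 (-1.34) fell, and the list did not pass (camera adjusted p = 0.636, and 0.916 with an estimated correlation; tested as up, with a median of -0.0044 and a mean of 0.36). BMP genes did so as well, with 5 of 26 higher and 4 lower (6 and 5 over the list alone): BMP2 (2.51) rose and the BMP targets ID1 (-1.40) and ID2 (-1.06) fell (camera adjusted p = 0.560, and 0.916 with an estimated correlation; tested as down, with a median of -0.34 and a mean of 0.11). KITLG, the ligand of the Kit receptor that melanoblasts depend on, picked out after its values were seen, fell in Dkk4-positive cells (log2 fold change -1.46, adjusted p = 0.0043).

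Of 17 markers of basal keratinocytes 1 was higher and 5 lower (3 and 7 over the list alone; camera adjusted p = 0.0238, and 0.573 with an estimated correlation), with BCAM, a laminin receptor, at -1.25 (0.11, 0.0035). The list did not pass with the study's grouping (0.0994), with basal cells alone (0.107) or with cells matched on depth (0.172). KRT5 is 1 of these 17 markers. Dkk4-negative cells had to hold KRT5, lack KRTDAP and lie in basal clusters, and Dkk4-positive cells did not. That choice bears on this list and on the periderm and stratification lists. With basal cells alone the periderm list passed camera (0.00024, and 0.571 with an estimated correlation) and the stratification list did not (0.0634). Of 20 periderm genes none was higher and 3 lower (0 and 3 over the list alone; camera adjusted p = 0.0218, and 0.578 with an estimated correlation), and of 14 genes of stratification none was higher and 1 lower (1 and 2 over the list alone; camera adjusted p = 0.560, and 0.955 with an estimated correlation; tested as down, with a median of 0.09 and a mean of -0.11). Of 13 interferon-stimulated genes 1 was higher and 2 lower (1 and 3 over the list alone; camera adjusted p = 0.0343, and 0.578 with an estimated correlation), with IFI6 at -1.48 (0.15, 0.0045), and the list did not pass with cells matched on depth (0.0687). The vascular endothelial list (3 of 9 higher, 4 over the list alone) and the lymphatic list (4 of 10 higher and 1 lower, 8 and 1 over the list alone) passed camera (adjusted p = 0.000688 and 4.2e-08), not with an estimated correlation (adjusted p = 0.578 and 0.425), and not when Dkk4-positive cells had to be basal (0.884 and 0.609), nor did the vascular list with the study's grouping (0.402).

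Lists that did not pass camera with edgeR's main comparison were S phase (adjusted p = 0.992, and 0.999 with an estimated correlation; tested as up, with a median of 0.03 and a mean of -0.02), G2/M phase (0.0903, and 0.955; 0.0210 as down with the study's grouping) and the immediate early response (0.866, and 0.955, with 0 of 28 higher and 2 lower, 1 and 3 over the list alone). For other cell types the values were 0.636 (fibroblast, 2 of 17 higher and 2 lower, 2 and 6 over the list alone), 0.159 (neural crest, 0 of 14 higher and 1 lower, 3 and 1 over the list alone), 0.159 (myoblast, 0 of 12 higher or lower, 0 over the list alone), 0.636 (macrophage, 0 of 13, 0 over the list alone), 0.912 (erythroid, 0 of 5, 0 over the list alone), 0.134 (pericyte, 0 of 7, 0 higher and 2 lower over the list alone; 0.0303 as lower with cells matched on depth and 0.0315 with basal cells alone) and 0.0897 (Merkel cell, 0 of 4 higher and 1 lower, 0 and 1 over the list alone; 0.0322 as lower with the study's grouping), by camera. With an estimated correlation they were 0.955, 0.573, 0.916, 0.955, 0.955, 0.573 and 0.573.

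DEFB1 stood at 4.10 (3.90 to 4.31), 5.25 (4.89 to 5.62) and, with k = 9, 1.19 (1.01 to 1.38) transcripts per cell in macrophage-like cells of stages 15a, 15b and 16a, against 0, 0.00420 and 0.0189 in fibroblast-like cells, where 0 allows up to 3 counts. KRTDAP stood at 1.45 and 1.16 in vascular endothelium-like cells of stages 15a and 15b. LVRN, whose pairing with the paper's Taqpep was left open, had 24 UMIs in Dkk4-positive and 0 in Dkk4-negative cells over the 3 embryos, where 0 allows up to 3 counts. The 6 sums can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real split gave 450 higher and 428 lower genes and the highest of the others 0 by edgeR, so 1 of 10 splits reached each, and it called 11 lists with a highest other of 15, so 7 of 10 reached that. Of the others that part the populations in each embryo, the lists called were 7, 13 and 11.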
